# Spontaneous mutation in *2310061I04Rik* results in reduced expression of mitochondrial genes and impaired brain myelination

**DOI:** 10.1371/journal.pone.0290487

**Published:** 2024-12-04

**Authors:** Erdyni N. Tsitsikov, Khanh P. Phan, Yufeng Liu, Alla V. Tsytsykova, Rosalia Paterno, David M. Sherry, Anthony C. Johnson, Ian F. Dunn

## Abstract

Here, we describe a spontaneous mouse mutant with a deletion in a predicted gene *2310061I04Rik* (*Rik*) of unknown function located on chromosome 17. A 59 base pair long deletion occurred in the first intron of the *Rik* gene and disrupted its expression. *Rik*^*null*^ mice were born healthy and appeared anatomically normal up to two weeks of age. After that, these mice showed inhibited growth, ataxic gait, and died shortly after postnatal day 24 (P24). Transcriptome analysis at P14 and P23 revealed significantly reduced expression of mitochondrial genes in *Rik*^*null*^ brains compared to wild type controls including *mt-Nd4*, *mt-Cytb*, *mt-Nd2*, *mt-Co1*, *mt-Atp6*, and others. Similarly, genes specific for myelinating oligodendrocytes also showed reduced expression in P23 *Rik*^*null*^ brains compared to controls. Histological examination of anterior thalamic nuclei demonstrated decreased myelination of anteroventral nuclei but not of anterodorsal nuclei in P23 *Rik*^*null*^ mice. Myelination of the anterior commissure was also impaired and displayed extensive vacuolation. Consistently with these findings, immunohistochemistry showed reduced expression of Opalin, a glycoprotein expressed in differentiated oligodendrocytes. Taken together, these results suggest that RIK is important for oligodendrocyte maturation and myelination in the developing brain.

## Introduction

Myelin is a specialized wrapping of tightly compacted layers of specialized plasma membrane that surrounds axons in the central and peripheral nervous system and is derived from oligodendrocytes in the central nervous system and Schwann cells in the peripheral nervous system [1,2]. Myelin serves as electrical insulation that prevents decay of action potentials as they travel between the unmyelinated nodes of Ranvier along the axon. Myelin also provides trophic support to the axon. Disruption of myelin structure or energetics impairs axonal signal transmission and is a key component of several devastating neurodegenerative diseases, including multiple sclerosis, amyotrophic lateral sclerosis, progressive multifocal leukoencephalopathy, central pontine and extrapontine myelinosis, and others [3]. The biological mechanisms that regulate the formation, maintenance, and function of myelin remain incompletely understood. Identification of genes and proteins important to the formation, maintenance, and energetics of myelin is important to understanding the basic biology of myelin formation and function, demyelinating disease pathology, and development of new therapeutic interventions for these devastating diseases.

Neuroscience has been greatly advanced by the availability of mutant mouse models. For many years, various spontaneous mutations and polymorphic alleles provided the only source for genetic studies. Classic neurological mouse mutants include *shiverer* [4], *quaking* [5], *reeler* [6], *pcd* [7] and many others, which have been critical tools for understanding the function of specific genes in the central nervous system. Affected homozygotes of *shiverer* (*shi*) mice develop characteristic "shaking" or "shivering" gait approximately two weeks after birth. This shivering increases in severity with age, and mice die prematurely, typically between 50 and 100 days after birth [8]. The central nervous system (CNS) of the mutant mouse is hypomyelinated but the peripheral nervous system (PNS) appears normal. These mice fail to make myelin due to a deletion of the gene, encoding myelin basic protein (MBP) [8].

Homozygous *quaking viable* (*qk*^*v*^) mice display vigorous tremors starting at about postnatal day 10 (P10), especially pronounced in hind limbs, and experience convulsive tonic-clonic seizures as they mature [5,9]. These mice have pronounced demyelination in both CNS and PNS, resulting from reduced numbers of myelin lamellae and failure of the resulting myelin to compact properly [10]. The original *qk*^*v*^ allele resulted from a large spontaneous deletion that affects three loci on chromosome 17 (chr17): *parkin RBR E3 ubiquitin protein ligase* (*Prkn*), *Park2* co-regulated (*Pacrg*), and *quaking*, *KH domain containing RNA binding* (*Qki*), which is highly expressed in oligodendrocytes (OLs) and astrocytes in CNS as well as Schwann cells in PNS [11]. Further analysis revealed that the alterations in *Qki* locus are responsible for neurological phenotype of *qk*^*v*^ mice [12]. Forward genetics experiments generated additional *Qki* locus mutants with varying phenotypes depending on genetic environment of any given allele. Those phenotypes are also compounded by complex multigenic differences among commonly used mouse strains and substrains [13,14].

In this study, we describe a serendipitous mutation in a predicted gene, *2310061I04Rik*, which causes a neurological phenotype similar to those associated with myelination defects caused by mutations. *Rik* has no previously described function and is positioned on chr17 just ~25MB downstream from the *Qki* locus. A 59-bp deletion in the first intron of the *Rik* gene spontaneously arose in one of the embryonic cell (ES) clones during generation of floxed *TNF receptor-associated factor 7* (*Traf7*^*fl/fl*^*)* mice and resulted in *Rik* expression deficiency. *Rik*^*null*^ mice were born healthy, but by two weeks of age were smaller than their littermates, exhibited ataxic gait, and died before 4 weeks of age. While P14 *Rik*^*null*^ mice demonstrated normal expression of genes specific for differentiated oligodendrocyte, they had lower expression of mitochondrial genes in compared to wild type controls. At P23, *Rik*^*null*^ mice displayed decreased expression of mitochondrial genes as well as myelinating oligodendrocyte genes. Histological and immunohistochemical studies revealed reduced myelination in *Rik*^*null*^ brains.

## Results

### Spontaneous deletion in *2310061I04Rik* gene

To investigate the physiological function of TRAF7 *in vivo*, we generated mice with a conditionally targeted *Traf7* allele [15]. The conditional allele contained loxP sites flanking exons 2 and 14 in the *Traf7* gene. Heterozygous *Traf7*-floxed allele (*Traf7*^*+/fl*^) mice were healthy and fertile. Homozygous *Traf7*^*fl/fl*^ pups appeared normal at birth, but unexpectedly stopped gaining weight after postnatal day 12 (S1A and S1B Fig) and developed a pronounced ataxia with seizure-like behavior (Movie 1) and had to be euthanized shortly after P30 (S1C Fig). For clarity, *Traf7*-floxed mice showing pathology are referred to as *Traf7*^fl*/fl*^ mice to distinguish them from healthy *Traf7*^*fl/fl*^ animals, which were described previously in Tsitsikov et al. [15]. To determine whether *Traf7*^fl*/fl*^ mice had floxed allele-linked spontaneous mutation(s) in protein coding regions, we performed whole exome sequencing using tail DNA from two P30 *Traf7*^fl*/fl*^ animals that showed pathology and two C57BL/6 mice of the same age. None of *Traf7*^fl*/fl*^ animals revealed relevant homozygous sequence variations in the coding region of genes located in the vicinity of *Traf7* on chr17.

Next, we produced mice with whole body deletion of *Traf7* by crossing *Traf7-floxed* mice with *E2a-Cre*-transgenic animals [16]. While *Traf7*^-*/+^ mice were phenotypically normal and fertile, *Traf7*^-*/-*^ animals died around day 10 of embryonic development (E10) [15]. To understand gene expression differences between WT and *Traf7*^-*/-*^ embryos, we compared their transcriptome profiles at E9.5 by RNA sequencing (RNA-seq) (Supplemental file 1). The analysis revealed that the WT embryos formed a tight cluster following principal component analysis (PCA) (S2A Fig), but the distribution of the *Traf7*^-*/-*^ embryos did not cluster tightly, with three samples near the WT cluster, suggesting a recent branching of transcriptional profiles. Indeed, most identified genes (11,755) were common between these two groups (S2B Fig). Only 277 and 163 of the differentially expressed genes (DEGs) were specifically expressed in either *Traf7*^-*/-*^ or WT embryos, respectively. Hierarchical clustering based on gene expression profiles (Heat map) revealed high similarity of expression patterns between samples within each group and substantial differences between them (S2C Fig). As expected, *Traf7* showed the greatest significant difference in relative expression between WT embryos and their *Traf7*^-*/-*^ counterparts (S2D Fig). The DEG with the largest difference in relative expression and high statistical significance was *Kruppel-like transcription factor 2* (*Klf2*), a key blood flow-responsive gene in endothelial cells [17]. Interestingly, one of the DEGs was the predicted *2310061I04Rik* gene (S2D Fig), which has an unknown function and is located on chr17 approximately 11MB downstream of *Traf7* gene (Fig 1A). Detailed analysis with the Integrative Genomics Viewer (IGV) demonstrated a 59-base pair (bp) deletion in the first intron of the *2310061I04Rik* gene, 125 bp upstream of exon 2. Curiously, this region contains recognition sequences for three commonly used restriction endonucleases Hind III, Pvu II, and Bcl I (Fig 1A). To examine the origin of this 59-bp deletion, we designed a genotyping PCR assay around this deletion and tested embryonic stem (ES) cell clones, which were used for blastocyst injection during generation of the *Traf7*^*fl/+*^ mice. The ES124 clone was heterozygous for the *2310061I04Rik* mutation, but four other clones (ES171, ES242, ES262, and ES353) and the paternal ES cell line IN2 used for transfection, possessed no such deletion (Fig 1B, lanes 1 to 7). The *2310061I04Rik* gene was first sequenced and predicted by the RIKEN (Designated National Research and Development Institute in Japan) mouse genome encyclopedia project [18]. Because *2310061I04Rik* has no designated name or described function, for convenience we temporarily named this gene “*Rik”*, even though it is a common suffix in names of many unknown genes identified by RIKEN.

**Fig 1:**
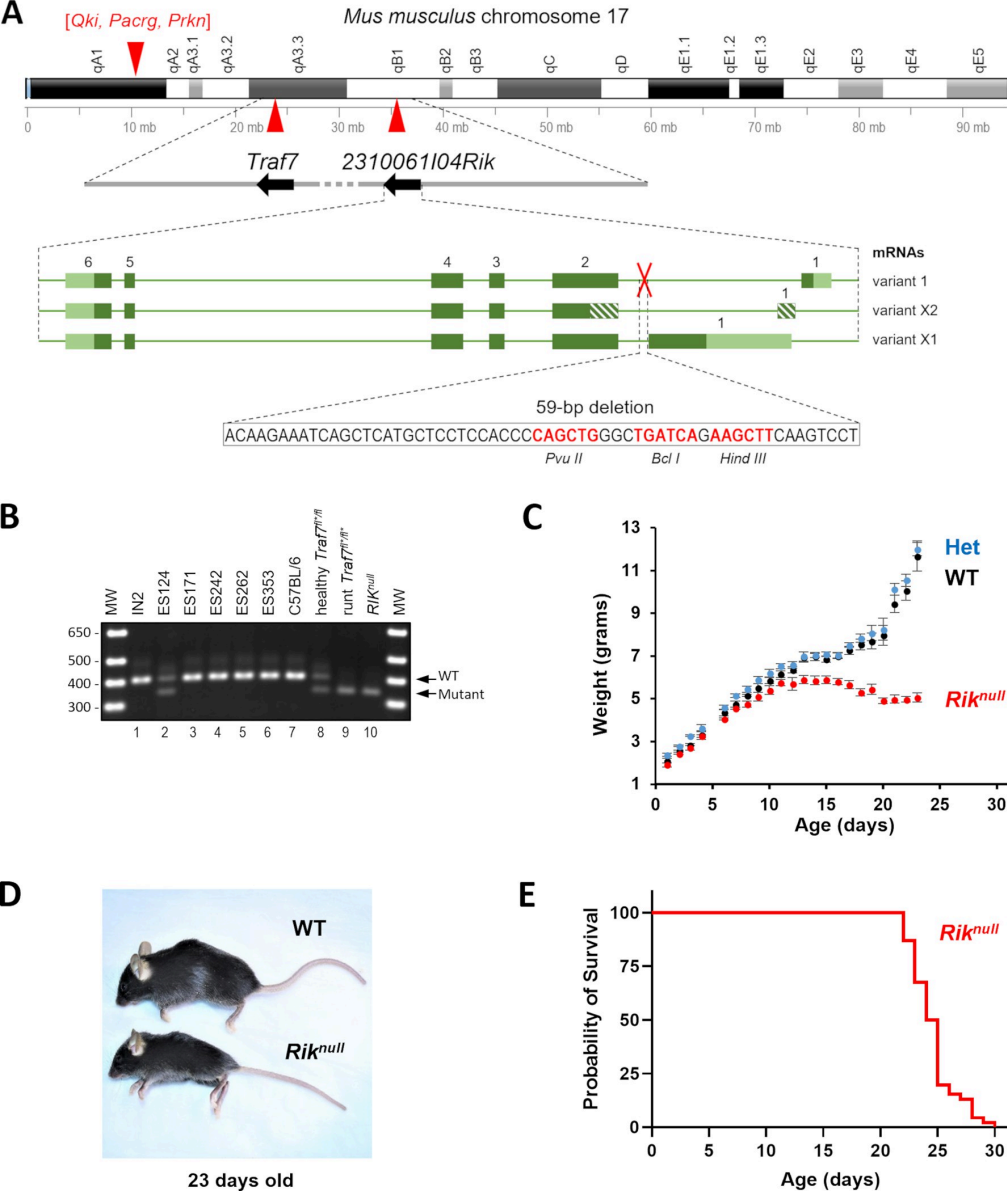
Severe runting and early death of mice with serendipitous deletion in *2310061I04Rik* gene. (**A**) Schematic drawing (up-to-scale) of the mouse chromosome 17. Location of *2310061I04Rik* and *Traf7* genes on the chromosome are marked by red triangles and their directions of transcription are shown by black arrows on grey line in a blowout drawing of their loci below. Predicted variants of mRNA transcribed from the *2310061I04Rik* gene are depicted on the bottom panel in green color. Exons are presented as green boxes with coding (dark green) and non-coding (striped or light green) regions. Location of the deletion is marked by a red cross and its sequence is shown below the mRNA scheme in a blow-out window. Restriction sites within the deletion region are shown in red font with corresponding enzymes in *Italic* font underneath. (**B**) Detection of WT (401 bp) and mutant *Rik* (342 bp) alleles in ES cell line (IN2), ES clones with *Traf7*-floxed alleles, and *Traf7*^fl*/fl*^ and *Rik*^*null*^ mice by conventional PCR and agarose gel electrophoresis. MW: Molecular Weight markers (1 Kb Plus Ladder). (**C**) Mouse weight chart from birth to end of life of *Rik*^*null*^ mice (n = 175 WT (2–20 animals), n = 348 HET (4–45 animals), n = 145 (2–21 animals) *Rik*^*null*^, median±SEM). (**D**) Representative 23 days old WT and *Rik*^*null*^ mice. (**E**) Probability of survival of *Rik*^*null*^ mice (n = 45).

### A 59-bp deletion in *2310061I04Rik* gene confers the runt phenotype

To explore whether the runt phenotype of *Traf7*^fl*/fl*^ pups arose due to impaired expression of *Rik*, we bred *Traf7*^+/fl*^ animals with C57BL/6 mice for several generations to unlink the mutated *Rik* and *LoxP3*-modified *Traf7* loci. The resulting mutant mice had a *Rik* deletion but an intact *Traf7* gene (*Rik*^*null*^). As shown in Fig 1B, healthy *Traf7*^fl/fl*^ mice carried only one allele with *Rik* deletion (lane 8), while both *Traf7*^fl*/fl*^ and *Rik*^*null*^ mice were homozygous for the *Rik*^*null*^ allele and displayed a similar runt phenotype (lanes 9–10). Mice heterozygous for *Rik* deletion were phenotypically indistinguishable from their WT littermates, indicating that the *Rik*^*null*^ allele was a recessive carrier of the runt phenotype. Homozygous *Rik*^*null*^ mice were born at expected Mendelian inheritance distribution ratio. They displayed no obvious abnormalities at birth and, like the original runt *Traf7*^fl*/fl*^ mice, *Rik*^*null*^ pups gained weight similar to WT littermates until P12 (Fig 1C), when usually the eyes are open, fur growth is complete, and teeth are erupted. After this time point, WT pups progressively gained weight and grew in size by eating more solid food (JAX Mice Pup Appearance by Age (nih.gov)). *Rik*^*null*^ mice had the normal numbers of teeth and eyes, but started to lose weight after P12, exhibited ataxic gait, and died around P24, one week earlier than runt *Traf7*^fl*/fl*^ mice (Fig 1D and 1E, and Movie 2). In contrast, *Traf7*^*fl/fl*^ mice without *Rik* deletion were healthy and fertile as described in Tsitsikov et al. [15].

### P14 *Rik*^*null*^ brains have an abnormal transcriptional profile

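Brain RNA was sequenced from 14 pups at postnatal day 14, 8 homozygous for the deletion (*Rik* null) and 6 wild type (WT), with 1 library for each pup. The libraries are named here by the numbers in their labels, *Rik* null 1 to 8 and WT 1 to 6. The labels name 7 male and 1 female *Rik* null pups and 2 male and 4 female WT pups. In WT 1, labelled male, *Xist*, the RNA of the inactive X chromosome, had 428 CPM (counts scaled to library size), and the Y-linked *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* together had 0. In WT 6, labelled female, *Xist* had 0.16 CPM and the 4 Y-linked genes 157. Growth hormone (*Gh*), a transcript of the pituitary gland, reached 44.3 CPM in *Rik* null 5 and 186 CPM in *Rik* null 8, and at most 0.97 CPM in a WT library.

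The deposited table gives whole-number counts for 56748 genes in each library. Counts summed to 15183130 to 28012811 per *Rik* null library (median 20396468) and 18102343 to 30993890 per WT library (median 27737932). The aligner, the counting program and the strandedness of the libraries are not given in the sources used here. Levels below are CPM with edgeR's TMM factors, given as mean ± SD. The genotypes were compared with edgeR's quasi-likelihood test over the 18170 genes that passed its filter on low counts, and a gene is called changed at an adjusted p (Benjamini-Hochberg) of at most 0.05. On simulated counts with these depths and group sizes, 28 of 50 genes changed by 0.32 on the log2 scale, 40 of 50 changed 1.5-fold and 46 of 50 genes changed 2-fold were called, and 6 of 170 called genes had not been changed. The changed genes were chosen from those with more counts, so the shares called do not cover genes with few counts. Counts of genes were drawn independently there, and libraries differed only in depth and genotype. False calls on the real counts can therefore be more frequent.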

Because the *Rik*^*null*^ mouse phenotype was consistent with CNS abnormalities, we compared brain transcriptome profiles from 14 days old littermate WT and *Rik*^*null*^ pups to gain insight into the developmental differences at the earliest time point of the weight gain bifurcation. The PCA plot of the RNA-seq analysis displayed that both control and *Rik*^*null*^ samples did not form compact clusters (S3A Fig). However, there was a good separation between them, with only one of the eight *Rik*^*null*^ samples located near WT controls. 

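*Rik* null 5, the only *Rik* null library with *Xist* above 0.21 CPM (434 CPM), lay at -8.76 on the first principal component, on the side of WT 1, 3, 4 and 5 (-16.9 to -12.0), the WT libraries with *Xist* above 0.16 CPM (428 to 529 CPM). WT 2 (5.68) and WT 6 (4.37), which had Y-linked counts, lay on the side of the other 7 *Rik* null libraries (6.51 to 8.79). The largest weights on this component were those of the Y-linked *Ddx3y* (0.44), *Eif2s3y* (0.43), *Kdm5d* (0.40), *Uty* (0.35) and *Gm29650* (0.26), and *Rik* came next at -0.10. On the second component *Rik* null 1, 6, 7 and 8 and WT 1, 4, 5 and 6 lay above 0 and the other 6 libraries below it. The cell-cycle genes *Ccnb1* (-0.088), *Cdk1* (-0.080) and *Top2a* (-0.079) were among the larger weights there.

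The components come from the 500 most variable genes and held 29% and 24.3% of the variance. The genotypes differed on the first (2-sided exact permutation test over 3003 arrangements of the 14 libraries, p = 0.00599) and did not pass on the second (p = 0.488). With the genes of the X and Y chromosomes left out, a choice made after the data were seen, the first component (32%) did not pass (exact p = 0.309) and the second (14.4%) did (exact p = 0.000666). On log2(FPKM + 1) of 13888 genes the first component (33.1%) did not pass either (exact p = 0.256), while the second (15.6%) did (exact p = 0.000999).

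**Figure D1:**
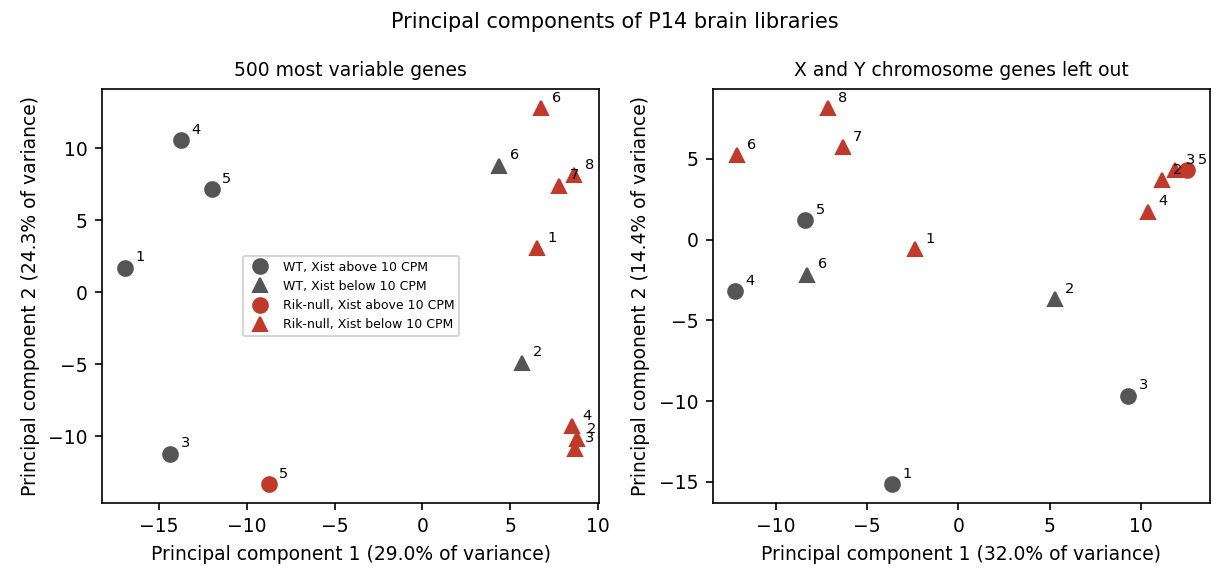
Principal components of the 14 brain libraries, each marked by its number, WT in grey and *Rik* null in red, with circles for libraries with *Xist* at 428 CPM or more and triangles for those with *Xist* at 0.21 CPM or less, which had Y-linked counts; the axes give the share of the variance. With all chromosomes (left) *Rik* null 5 lies at -8.76 on the horizontal axis, among the circles; without X and Y genes (right) the *Rik* null libraries lie at -0.57 or higher on the vertical axis, with WT 5 (1.22) among them.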

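A mean FPKM above 1 was reached in both groups by 13623 genes, in WT brains alone by 317 and in *Rik* null brains alone by 230. With a mean above 0.5 these numbers were 15849, 420 and 330, and with more than 1 in every library of a group 12554, 381 and 177. Tested for a difference between the genotypes, 203 genes were higher and 399 lower in *Rik* null brains (edgeR, adjusted p of at most 0.05). Past an absolute log2 fold change of 1 as well, the thresholds in the paper's methods, 6 genes were higher and 14 lower. The 14 included *Rik*, the mitochondrial mRNAs *mt-Atp6* and *mt-Nd3*, the mitochondrial leucine tRNA *mt-Tl1* and the gene of gonadotropin-releasing hormone, *Gnrh1* (-1.09, SE 0.217, adjusted p = 0.0116). The 6 included *Wfikkn2*, which encodes a secreted inhibitor of myostatin.

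The 203 higher genes became 340 without *Rik* null 1, 99 without *Rik* null 2, 90 without *Rik* null 3, 88 without *Rik* null 4, 134 without *Rik* null 5, 131 without *Rik* null 7, 78 without WT 1, 81 without WT 4, 107 without WT 5 and 97 without WT 6. The 399 lower became 230, 232 and 222 without *Rik* null 2, 3 and 4, and 239, 206, 236 and 203 without WT 1, 4, 5 and 6. All 602 changed genes became 329 without *Rik* null 2, 322 without *Rik* null 3, 310 without *Rik* null 4, 317 without WT 1, 287 without WT 4, 343 without WT 5 and 300 without WT 6, and the 20 past both thresholds became 13 without *Rik* null 4 or *Rik* null 5 and 31 without WT 3. Of these, the 6 higher genes became 2 without *Rik* null 2, *Rik* null 4, *Rik* null 5 or WT 2 and 3 without *Rik* null 3, WT 1 or WT 6, and the 14 lower became 22 without *Rik* null 1, 21 without *Rik* null 6 or *Rik* null 8 and 25 without WT 3. With the labelled sex as a term 153 genes changed, among libraries labelled male, which include WT 1, 7, without WT 1 and 6 (a choice made after the data were seen) 168, and by DESeq2 1134 (522 higher and 612 lower). With the 2 sets of libraries that part on the second principal component as a block, also chosen after, 693 genes were higher and 829 lower, and within the sets alone 4 were higher and 42 lower (4 *Rik* null, 4 WT) and 302 higher and 274 lower (4 *Rik* null, 2 WT).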

The vast majority of identified genes (13,623) were common between the groups, with only 317 and 230 DEGs upregulated in WT or *Rik*^*null*^ brains, respectively (S3B Fig). 

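Across the 18170 genes, the profiles of *Rik* null libraries had a mean correlation with one another of 0.989 (28 pairs), those of WT libraries 0.990 (15 pairs), and those of different genotypes 0.988 (48 pairs). The lowest correlations were 0.983, 0.985 and 0.982 (Pearson r of log2 CPM). Pairs of 1 genotype were more alike than pairs of different genotypes (1-sided exact permutation test over 3003 arrangements, p = 0.0290). Genes of the X and Y chromosomes were included, and the test took no account of sex, which is spread unevenly over the genotypes. Divided into 2 clusters by average linkage on the same 18170 genes, however, the libraries did not part by genotype: *Rik* null 1, 6, 7 and 8 joined WT 1, 4, 5 and 6, and *Rik* null 2, 3, 4 and 5 joined WT 2 and 3. The paper's heat map covers only its significant genes, so the 2 are not the same comparison.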

The Heat map revealed high sample similarity within each group and a good separation between the groups (S3C Fig).

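*Rik* fell from 74.2 ± 4.79 CPM in WT brains (SD, n = 6) to 9.10 ± 0.968 CPM in *Rik* null brains (n = 8), an 8.13-fold decrease. The WT libraries ranged from 68.9 to 79.4 CPM and the *Rik* null libraries from 7.44 to 10.6, so counts of the gene remained in every *Rik* null library. Its log2 fold change of -3.02 (SE 0.068, edgeR adjusted p = 4.3e-15) was the largest among the genes called changed, and its p the smallest of the 18170 genes tested. Leaving out any 1 library gave -3.06 to -2.98. *Gm16279*, a gene annotated within the same stretch of chromosome 17, held 262 counts in the 14 libraries together.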

Remarkably, the expression of *Rik* in *Rik*^*null*^ brains decreased more than 8-fold and showed the greatest difference in relative expression compared to WT counterparts (Fig 2A). In contrast, the expression of closely positioned neighboring genes *alpha tubulin acetyltransferase 1* (*Atat1*) and *DEAH-box helicase 16* (*Dhx16*) was not inhibited (Supplemental file 2), indicating that the 59-bp deletion only interfered with *Rik* expression and, therefore, might contain gene-specific regulatory elements important for its transcription.

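*Atat1*, the gene next to *Rik* on chromosome 17, whose enzyme acetylates alpha-tubulin, had 72.8 ± 5.67 CPM in WT (SD, n = 6) and 64.4 ± 6.27 in *Rik* null brains (n = 8). The difference did not pass the test (log2 fold change -0.17, SE 0.065, edgeR adjusted p = 0.151). *Dhx16*, the neighbor on the other side, which encodes a splicing helicase, had 37.9 ± 2.02 and 36.3 ± 1.96 CPM and did not pass either (-0.06, SE 0.048, adjusted p = 0.504). Within 10 Mb of *Rik* on each side, 16 of 318 tested genes changed (5.03%), all of them lower in *Rik* null brains, against 585 of 17851 elsewhere (3.28%). All 16 lay at lower positions than *Rik*, among 249 tested genes, and 0 of the 69 at higher positions changed, while within 20 Mb 24 of 405 and 8 of 146 did; the sides were counted after the positions were seen. Among the 16, picked out after their values were seen, were *Kank3* (-0.34, SE 0.051, adjusted p = 0.00189) and *Rgl2* (-0.27, SE 0.041, adjusted p = 0.00189).

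The excess within 10 Mb did not pass Fisher's exact test (odds ratio 1.56, 95% interval 0.88 to 2.60, 2-sided p = 0.110), nor did that within 5 Mb (9 of 190 genes, p = 0.301), while that within 20 Mb did (32 of 551 genes, p = 0.00222). With the 2 sets of libraries that part on the second principal component as a block, a choice made after the data were seen, the decrease of *Atat1* passed (-0.21, adjusted p = 0.0097).

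**Figure D2:**
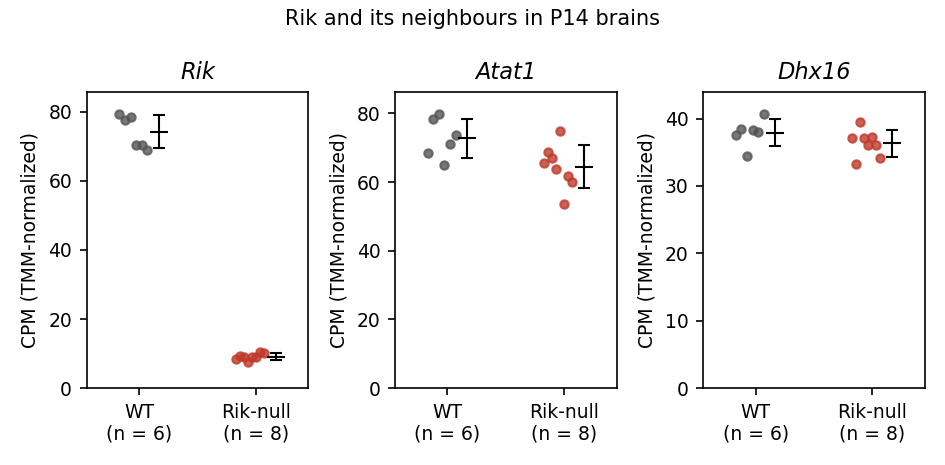
Levels (CPM) of *Rik*, *Atat1* and *Dhx16* in each WT (n = 6, grey) and *Rik* null library (n = 8, red), with mean ± SD. *Rik* is lower in each *Rik* null library than in each WT library (means 9.10 and 74.2), while the groups overlap for *Atat1* and *Dhx16*.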

**Fig 2:**
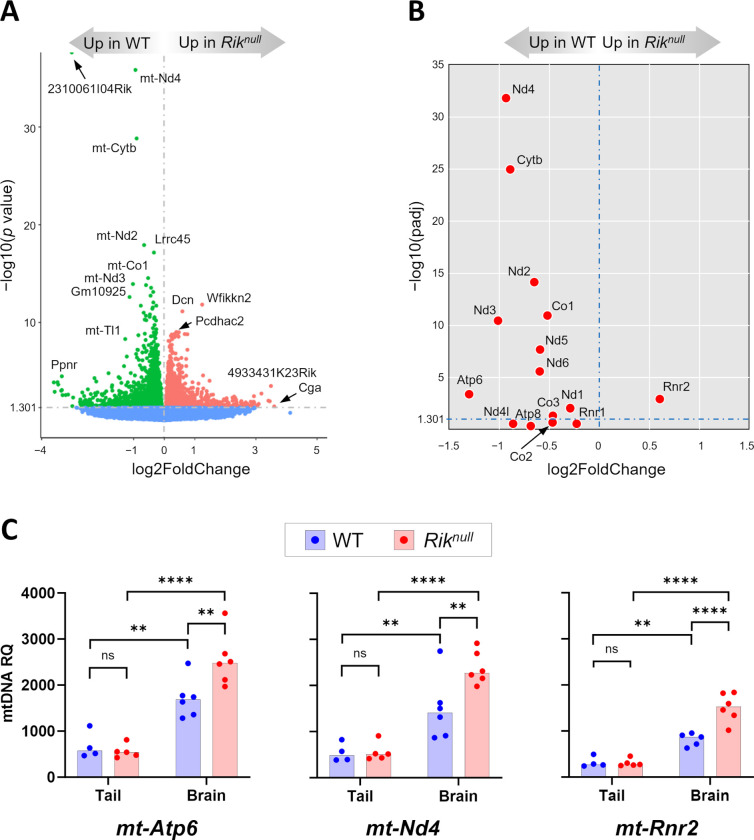
Analysis of 14 days old *Rik*^*null*^ brain transcriptome. (**A**) Volcano plot of RNA-seq analysis visualizing significant DEGs in P14 *Rik*^*null*^ versus WT brains. Magnitude of change (x-axis) vs. statistically significant *p* values (y-axis). Points that have a *p* value less than 0.05 (−log10 = 1.301) are shown in blue (n = 6 WT, n = 5 *Rik*^*null*^). (**B**) Scatter plot of RNA expression levels from 13 messenger and 2 ribosomal RNA genes located in mitochondrial DNA: *Rik*^*null*^ versus WT relative expression (x-axis) vs. statistical significance (y-axis) of the difference. (**C**) Relative quantity (RQ) of mtDNA in brains and tails in WT and *Rik*^*null*^ mice. RQ of three representative mitochondrial genes were measured by gene-specific quantitative real time PCR using nuclear DNA-coded *Gapdh* gene as internal control. Two-factor (genotype, tissue) ANOVA with Bonferroni post-hoc test. n = 4–6 WT, n = 5–6 *Rik*^*null*^. ** p < 0.01, *** p < 0.001, **** p < 0.0001, ns—non-significant.

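Among nuclear genes other than *Rik*, *Lrrc45*, whose product holds the 2 centrioles together, had the smallest p: it fell from 83.1 ± 3.94 CPM in WT (SD, n = 6) to 65.8 ± 1.32 in *Rik* null brains (n = 8; log2 fold change -0.34, SE 0.036, edgeR adjusted p = 1.4e-04). *Dcn*, the matrix proteoglycan decorin, rose from 16.8 ± 1.40 to 25.2 ± 3.23 CPM (0.59, SE 0.083, adjusted p = 0.00117), and *Wfikkn2* from 2.89 ± 0.707 to 6.84 ± 1.73 (1.23, SE 0.175, adjusted p = 0.00117). *Pcdhac2*, a clustered protocadherin, rose as well (0.40, SE 0.062, adjusted p = 0.00250), and *Gm10925*, a nuclear copy of *mt-Atp6*, fell (-1.13, SE 0.152, adjusted p = 9.3e-04). *Ppnr* had 19 counts in all WT and 1 in all *Rik* null libraries together, *4933431K23Rik* 2 and 26, and *Cga*, the alpha subunit of pituitary hormones, 8 and 297, of which 198 were in 1 *Rik* null library. These 3 genes did not pass the filter on low counts and were not tested.

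Other genes with large or highly significant rises were *Soga1* (0.67, adjusted p = 0.00289), *Slc7a11*, the cystine-glutamate exchanger (0.47, adjusted p = 0.00231), the astrocyte filament gene *Gfap* (0.34, adjusted p = 0.00289), *Faxc* (0.45, adjusted p = 0.00281), the calcium pump *Atp2b4* (0.34, adjusted p = 0.00281), the splicing helicase *Snrnp200* (0.24, adjusted p = 0.00361), *Malat1* (0.71, adjusted p = 0.0127), *Pcdhgb1* (0.51, adjusted p = 0.0186) and *Aldh1l2* (0.47, adjusted p = 0.0132). The choroid plexus markers *Folr1*, a folate receptor (0.75, adjusted p = 0.00399), and *Sostdc1* (0.47, adjusted p = 0.0113) and the meningeal marker *Slc22a6* (0.56, adjusted p = 0.0078) rose too, as did *Myoc* (0.47, adjusted p = 0.00284) and *Aebp1* (0.75, adjusted p = 0.00684). Decreases included *Adm* (-0.89, adjusted p = 0.00356) and *Depp1* (-0.92, adjusted p = 0.00431), both induced by low oxygen or fasting, the S6 kinase gene *Rps6kb2* (-0.37, adjusted p = 4.2e-04), *AI480526* (-0.43, adjusted p = 4.2e-04), *4933439C10Rik* (-0.38, adjusted p = 4.5e-04) and *Mir5125* (-0.60, adjusted p = 4.2e-04), which lies within *Srrm2*. Among the libraries labelled male (7 *Rik* null, and WT 1 and 2), *Gm10925* and *Pcdhgb1* were the only ones of these genes that passed. With the labelled sex as a term, *Aebp1* (adjusted p = 0.064), *Malat1* (0.0911), *Slc22a6* (0.0633) and *Depp1* (0.0581) no longer passed.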

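*mt-Nd4*, a subunit of complex I, fell from 2665 ± 309 CPM in WT (SD, n = 6) to 1383 ± 119 in *Rik* null brains (n = 8; log2 fold change -0.95, SE 0.072, edgeR adjusted p = 1.6e-06). *mt-Cytb* of complex III fell from 5399 ± 669 to 2885 ± 276 CPM (-0.90, SE 0.077, adjusted p = 7.4e-06) and *mt-Nd2* of complex I from 2213 ± 227 to 1398 ± 135 (-0.66, SE 0.071, adjusted p = 1.4e-04). *mt-Co1*, the largest subunit of complex IV, fell from 12550 ± 1382 to 8686 ± 590 CPM (-0.53, SE 0.068, adjusted p = 6.1e-04). *mt-Nd3*, with far fewer counts, fell from 6.98 ± 1.35 to 3.41 ± 0.509 CPM (-1.02, SE 0.124, adjusted p = 4.2e-04).

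The 7 smallest p belonged to *Rik*, *mt-Nd4*, *mt-Cytb*, *Lrrc45*, *mt-Nd2*, *AI480526* and *Mir5125*, so that 3 of the 7 genes were mitochondrially encoded. By DESeq2, with no filter on counts, with the labelled sex as a term, or without WT 1, 5 of the 7 were.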

Five of the top seven DEGs with the highest significant difference between *Rik*^*null*^ and control mice were genes encoded by mitochondrial DNA, including *mt-Nd4*, *mt-Cytb*, *mt-Nd2*, *mt-Co1*, and *mt-Nd3* (Fig 2A). Because these genes encode subunits of three mitochondrial proton pumps, we examined the expression of all 13 messenger and two ribosomal RNAs (Fig 2B). Of these 15 genes, 14 showed reduced expression in *Rik*^*null*^ brains, with only *mt-Rnr2*, which encodes a large subunit of ribosomal 16S RNA, showing increased expression. Thus, the *Rik*^*null*^ mutation caused a substantial reduction in the expression of mitochondrial genes. 

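Of the 13 mRNAs and 2 rRNAs of the mitochondrial genome, 14 could be tested, and 13 of the 14 had a lower mean in *Rik* null brains. The drop passed the test for 9 mRNAs, among them *mt-Nd1* (3800 ± 496 CPM in WT, SD, n = 6, and 3074 ± 270 in *Rik* null, n = 8; log2 fold change -0.31, SE 0.077, edgeR adjusted p = 0.0395), *mt-Nd5* (1735 ± 182 and 1142 ± 157 CPM; -0.60, SE 0.085, adjusted p = 0.00117) and *mt-Nd6* (664 ± 92.2 and 435 ± 68.0 CPM; -0.61, SE 0.099, adjusted p = 0.00314). *mt-Rnr2*, the 16S rRNA, rose from 2245 ± 449 to 3377 ± 676 CPM (0.59, SE 0.137, adjusted p = 0.0280), while *mt-Rnr1*, the 12S rRNA, did not pass (-0.24, SE 0.102, adjusted p = 0.221). Mitochondrially encoded genes took 3.37 ± 0.35% of the counts of WT libraries (SD, n = 6) and 2.44 ± 0.22% of those of *Rik* null libraries (n = 8), and each *Rik* null library (2.08 to 2.77%) lay below each WT library (3.09 to 4.01%). *mt-Co2* (-0.48, SE 0.162, adjusted p = 0.110), *mt-Co3* (-0.48, SE 0.146, adjusted p = 0.0823) and *mt-Nd4l* (-0.85, SE 0.353, adjusted p = 0.203) did not pass, and *mt-Atp8* held 72 counts in all WT and 46 in all *Rik* null libraries, too few for the test. From the lower levels of these transcripts in pups without normal *Rik* expression, the paper concludes that the mutation reduces mitochondrial gene expression.

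As a list, the 12 tested mRNAs had a median log2 fold change of -0.64 and lay below other genes (camera, adjusted p = 4.3e-20 over 52 lists, and adjusted p = 0.0518 with an estimated correlation). All 12 passed when adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. Among the 4 *Rik* null and 4 WT libraries above 0 on the second principal component, *mt-Nd4* had a log2 fold change of -0.97 and *mt-Rnr2* of 0.70, and among the other 4 *Rik* null and 2 WT libraries -0.88 and 0.59. The call of *mt-Nd1* was lost without *Rik* null 2, 3, 5, 6 or 7 (adjusted p = 0.0706, 0.066, 0.0716, 0.0603 and 0.0661) or WT 1, 2, 3 or 4 (0.102, 0.0534, 0.0768 and 0.0838), and that of *mt-Rnr2* without WT 2 (0.0528), WT 5 (0.0674) or WT 6 (0.0551) and with the labelled sex as a term (0.212), whereas *mt-Nd4l* passed without *Rik* null 8 (0.0178), *mt-Co2* without *Rik* null 1 (0.0291) and *mt-Co3* without *Rik* null 7 (0.0143) and by DESeq2 (0.0323). Among libraries labelled male (7 *Rik* null, and WT 1 and 2) 4 of the mRNAs passed as lower, and with the labelled sex as a term and without WT 1 and 6, which was chosen after the data were seen, 5 did.

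**Figure D3:**
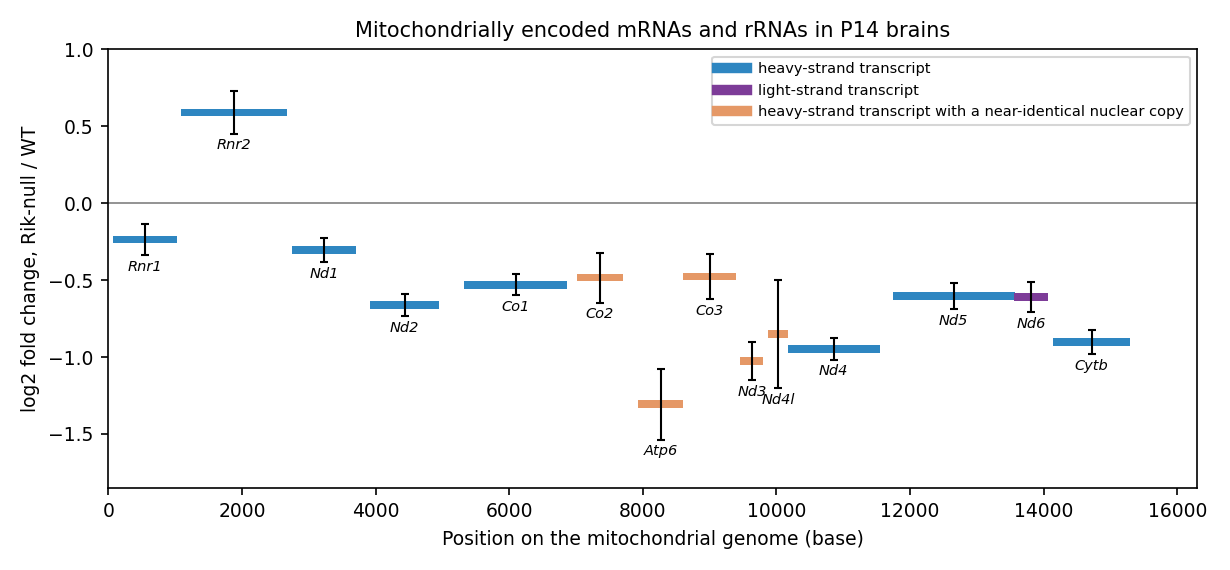
Log2 fold change (*Rik* null, n = 8, over WT, n = 6; ± SE) of the mRNAs and rRNAs against their position on the mitochondrial genome (bases), in blue for the heavy-strand promoter, purple for *mt-Nd6* on the other strand and orange for genes with a near-identical nuclear copy. *mt-Rnr2* is the only gene above 0, at 0.59; the others lie between -0.24 (*mt-Rnr1*) and -1.31 (*mt-Atp6*).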

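*mt-Atp6* fell from 87.5 ± 37.4 CPM in WT (SD, n = 6) to 35.1 ± 10.7 in *Rik* null brains (n = 8), a log2 fold change of -1.31 (SE 0.23, edgeR adjusted p = 0.00476). This was the largest decline among the 14 tested mRNAs and rRNAs of the mitochondrial genome, followed by those of *mt-Nd3* and *mt-Nd4*, and *mt-Nd4* had the smallest p. *mt-Atp6*, *mt-Nd3*, *mt-Nd4l*, *mt-Co2* and *mt-Co3* each have a near-identical copy in the nuclear genome and had 20.0 to 137 CPM per kb in WT brains, against 951 to 8117 for the mRNAs without such a copy among annotated transcripts, apart from *mt-Atp8* (2.19). The rest of the genome was not searched, so whether *mt-Atp8* has a copy there is not known. With the counts of each copy added, a choice made after the data were seen, *mt-Nd3* fell most (-1.26, SE 0.14, adjusted p = 1.96e-04) and *mt-Atp6* next (-1.24, SE 0.19, adjusted p = 0.00229).

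*mt-Atp6* no longer passed among libraries labelled male, which include WT 1 (adjusted p = 0.0905) or with the labelled sex as a term and without WT 1 and 6 (0.178). Its log2 fold change among libraries labelled male was -1.53, against -1.31 with all libraries.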

While the highest statistical significance was observed for *mt-Nd4*, a subunit of mitochondrial respiratory chain complex I, the biggest decline in expression was displayed by *mt-Atp6*, encoding a subunit of the F_1_F_0_ATP-synthase complex (Fig 2B). Accordingly, gene set enrichment analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database unveiled higher expression of thermogenesis and reactive oxygen species genes in WT controls compared to mutants (S4A Fig). In contrast, genes associated with the phosphatidylinositol/protein kinase B (PI3-Akt) signaling pathway, human papilloma virus infection, and axon guidance were significantly enriched in *Rik*^*null*^ brains (S4B Fig). 

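Thermogenesis genes as KEGG lists them are largely subunits of the respiratory chain, and the KEGG lists themselves are not used here. The subunit and defence lists below leave out the mitochondrially encoded genes. They therefore do not repeat the paper's enrichment test, and their overlap with the KEGG lists was not checked. Nuclear-encoded subunits, tested as lists, did not fall with the mitochondrial ones. With camera's preset correlation between genes, random splits of the libraries called lists too. Of 100 splits, 41, the real one included, called at least as many lists as the real 18. For complex I the median log2 fold change of 37 genes was 0.07, and the list passed as higher in *Rik* null brains (camera, adjusted p = 0.00532, and adjusted p = 0.830 with an estimated correlation). For complex V it was 0.10 over 17 genes (adjusted p = 0.0137, and adjusted p = 0.830 with an estimated correlation), for complexes II and III 0.08 over 14 genes (adjusted p = 0.105) and for complex IV 0.07 over 12 genes (adjusted p = 0.0959). Genes that defend against reactive oxygen species had a median of 0.06 over 22 genes (adjusted p = 0.159), with catalase, *Cat*, at 0.14 (edgeR adjusted p = 0.172) and heme oxygenase, *Hmox1*, at 0.28 (adjusted p = 0.234).

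Of the single genes, edgeR called 0 in each of these 5 lists, and DESeq2 0; at an unadjusted p under 0.05 there were 6 for complex I, 1 for complex V, 1 for complexes II and III, 0 for complex IV and 4 for defence against reactive oxygen species. With the labelled sex as a term complexes I and V no longer passed (adjusted p = 0.197 for each), and with the replicate number as a block complexes II and III (8.7e-04), IV (3.4e-04) and the defence genes (0.00895) passed as higher. Complex IV passed without WT 1 and 6 (0.0292) too, without *Rik* null 5 and 8 (0.0319) and after correction for GC content and length (0.0105), complexes II and III in the last 2 of these (0.0497 and 0.0206), and with the block of 2 sets on the second principal component complex V did not (0.0597). These 4 changes were chosen after the data were seen.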

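Collagens, laminins and integrins belong to both the PI3K-Akt and the papilloma virus pathway of KEGG, whose lists are not used here. The 30 tested collagen genes had a median log2 fold change of 0.13 and passed as higher in *Rik* null brains (camera, adjusted p = 0.00532, and adjusted p = 0.830 with an estimated correlation), with *Col8a1* (0.50, edgeR adjusted p = 0.0468) and *Col6a2* (0.30, adjusted p = 0.0433) called higher and 0 lower. The 42 laminins, integrins and matrix glycoproteins passed too (median 0.07, camera adjusted p = 0.0173, and adjusted p = 0.830 with an estimated correlation), with rises of *Thbs2* (0.31, adjusted p = 0.0280), *Reln* (0.27, adjusted p = 0.0428) and *Vtn* (0.21, adjusted p = 0.0142). The 42 receptor tyrosine kinases and ligands of PI3K-Akt signalling did not pass (median 0.03, camera adjusted p = 0.804), and among them edgeR called *Vegfa*, the vascular growth factor, lower (-0.39, SE 0.051, adjusted p = 6.9e-04) and 0 higher. Markers of meningeal fibroblasts, cells rich in collagen, rose in the same libraries: the median over 19 genes was 0.37, with 5 higher, among them *Islr* (0.33, adjusted p = 0.0191, and 0.0531 without WT 4), and 0 lower (camera adjusted p = 2.4e-08, and adjusted p = 0.205 with an estimated correlation).

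Adjusted over the list alone, 10 collagens were higher and 3 lower, 3 of the matrix glycoproteins higher and 0 lower, and 12 meningeal markers higher and 0 lower. Calls were lost, at adjusted p = 0.0513 to 0.105, without 1 library: *Col8a1* without *Rik* null 2, 3, 5, 6, 7 or 8 or WT 1, 2, 3, 4 or 6, *Col6a2* without *Rik* null 2, 3, 4, 5, 7 or 8 or WT 1, 3, 4 or 6, *Reln* without *Rik* null 2, 3, 4, 5, 7 or 8 or WT 1, 4, 5 or 6, and *Thbs2* without *Rik* null 4 or WT 1, 4 or 6. With the labelled sex as a term all 4 of them and *Vtn* (adjusted p = 0.122) no longer passed, and without *Rik* null 5 and 8, chosen after the data were seen, neither matrix list passed (0.0555 for each). Nor did collagens without WT 1 and 6 (0.0567), chosen in the same way, and with the replicate number as a block collagens (0.0516) and the matrix glycoproteins (0.296) did not pass.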

The PI3-Akt pathway and axon guidance proteins are both important for proper CNS axon growth [19]. 

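Among 77 axon guidance genes the median log2 fold change was 0.04, and the list passed as higher in *Rik* null brains (camera, adjusted p = 0.0233, and adjusted p = 0.830 with an estimated correlation). The receptors *Epha4* (0.22, SE 0.047, edgeR adjusted p = 0.0161) and *Nrp1* (0.24, SE 0.061, adjusted p = 0.0419) rose and *Robo3* fell (-0.30, SE 0.071, adjusted p = 0.0280). Clustered protocadherins, adhesion proteins of neuronal processes, moved further: the median over 54 genes was 0.22, with 11 higher and 1 lower (camera adjusted p = 1.4e-10, and adjusted p = 0.0448 with an estimated correlation). *Pcdhgb4* rose (0.52, SE 0.112, adjusted p = 0.0182) and *Pcdhb12* fell (-0.44, SE 0.097, adjusted p = 0.0204). All 11 that rose are among the 32 members that share an exon with another member (median 0.33), and 0 of the 22 others rose (median 0.08).

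Genes of immature neurons had a median of 0.19 over 18 genes (camera adjusted p = 0.0290, and adjusted p = 0.830 with an estimated correlation), genes of proliferating cells 0.28 over 20 (adjusted p = 0.0233, and adjusted p = 0.830 with an estimated correlation), and genes of mature neurons -0.11 over 20 (adjusted p = 0.0903). edgeR called 0 single genes in these 3 lists, with 0, 0 and 4 at an unadjusted p under 0.05, and DESeq2 called 0, 0 and 1. Adjusted over the list alone, 6 axon guidance genes were higher and 2 lower, and 24 protocadherins higher and 1 lower. Calls were lost without 1 library for *Nrp1* (*Rik* null 2, 3, 4, 7 or 8 or any of the 6 WT; adjusted p = 0.0535 to 0.102), *Robo3* (*Rik* null 3, 4 or 5 or WT 1, 5 or 6; 0.0521 to 0.0725) and *Pcdhb12* (WT 4, 0.0581; WT 6, 0.0566), and with the labelled sex as a term for *Epha4* (0.107). As lists, proliferation (0.0548) and immature neuron genes (0.112) did not pass with that term, nor immature neuron (0.0567) and proliferation genes (0.105) without WT 1 and 6, nor axon guidance without *Rik* null 5 and 8 (0.0774). With the block of 2 sets on the second principal component, like these last 2 chosen after the data were seen, axon guidance (0.111), immature neuron (0.0543) and proliferation genes (0.171) did not pass, while mature neuron genes passed as lower with the replicate number as a block (0.00632).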

Enriched expression of these genes in the brains of *Rik*^*null*^ mice into the third week of postnatal development, when axonal growth should be mostly completed in altricial rodents such as mice and rats [20], is consistent with white matter anomalies noted in *Rik*^*null*^ mice (see below).

To examine whether the difference in brain expression of mitochondrial genes between *Rik*^*null*^ and WT mice was due to different mitochondrial DNA (mtDNA) copy number per cell (CN), we examined mtDNA CN by measuring the relative quantity (RQ) of three representative mitochondrial genes by gene-specific quantitative real time PCR (qPCR). As internal control we used *Gapdh*, which is coded by nuclear DNA and present in two copies in each mononucleated cell. We chose *mt-Atp6*, *mt-Nd4*, and *mt-Rrn2*, because the first two genes demonstrated decreased mRNA expression in *Rik*^*null*^ brains compared to WT counterparts, while the third one displayed the opposite result, an increased expression in *Rik*^*null*^ brains compared to controls (Fig 2B). We also compared the RQ of mtDNA between tails and brains in the same groups of mice. The experiments revealed that mtDNA of each of these genes was no different between *Rik*^*null*^ and WT tails (Fig 2C). In contrast, *Rik*^*null*^ brains demonstrated significantly higher mtDNA content compared to WT brains for all three genes, independent of mRNA expression levels of each of these genes. Thus, these results suggested that P14 *Rik*^*null*^ brains have higher mtDNA copy numbers compared to controls. Interestingly, there was significantly higher RQ of mtDNA in the brains compared to tails in *Rik*^*null*^ mice as well as in WT animals.

### Low expression of genes specific for myelinating oligodendrocytes in P23 *Rik*^*null*^ brains

Next, we compared transcriptomes of WT and *Rik*^*null*^ brains at P23, the peak of the difference between the groups. RNA-seq analysis of P23 *Rik*^*null*^ brains revealed that the groups were well separated on PCA plot (S5A Fig). There were 452 and 601 DEGs expressed in WT or *Rik*^*null*^ brains, respectively (S5B Fig). Heat map analysis demonstrated high sample similarity within each group and a clear separation between the groups (S5C Fig). As expected, *Rik* showed the greatest difference in relative mRNA expression between WT and *Rik*^*null*^ brains (Fig 3A). All mitochondrial messenger RNAs exhibited significant enrichment in WT brains compared to *Rik*^*null*^ brains at P23 (Fig 3B), consistent with results at P14. Similarly, *mt-Rnr2* displayed increased expression in *Rik*^*null*^ brains compared to WT controls, while the expression of *mt-Rnr1* did not differ between groups. Interestingly, *transferrin* (*Trf*), which encodes a critical iron transporter, displayed one of the highest differences in expression between *Rik*^*null*^ WT control brains (Fig 3A). *Rik*^*null*^ brains also expressed lower levels of genes of two enzymes responsible for biosynthesis of creatine, *glycine amidinotransferas*e (*Gatm*) and *guanidinoacetate methyltransferase* (*Gamt*). Of note, oligodendrocytes (OLs) exhibit the highest average level of both *Gatm* and *Gamt* mRNA expression across the entire body [21]. KEGG pathway enrichment analysis revealed reduced expression of several genes associated with neurodegenerative pathways in *Rik*^*null*^ brains (S6A Fig). In contrast, there was elevated expression of genes associated with the cytokine-cytokine receptor interaction pathway in *Rik*^*null*^ brains (S6B Fig).

**Fig 3:**
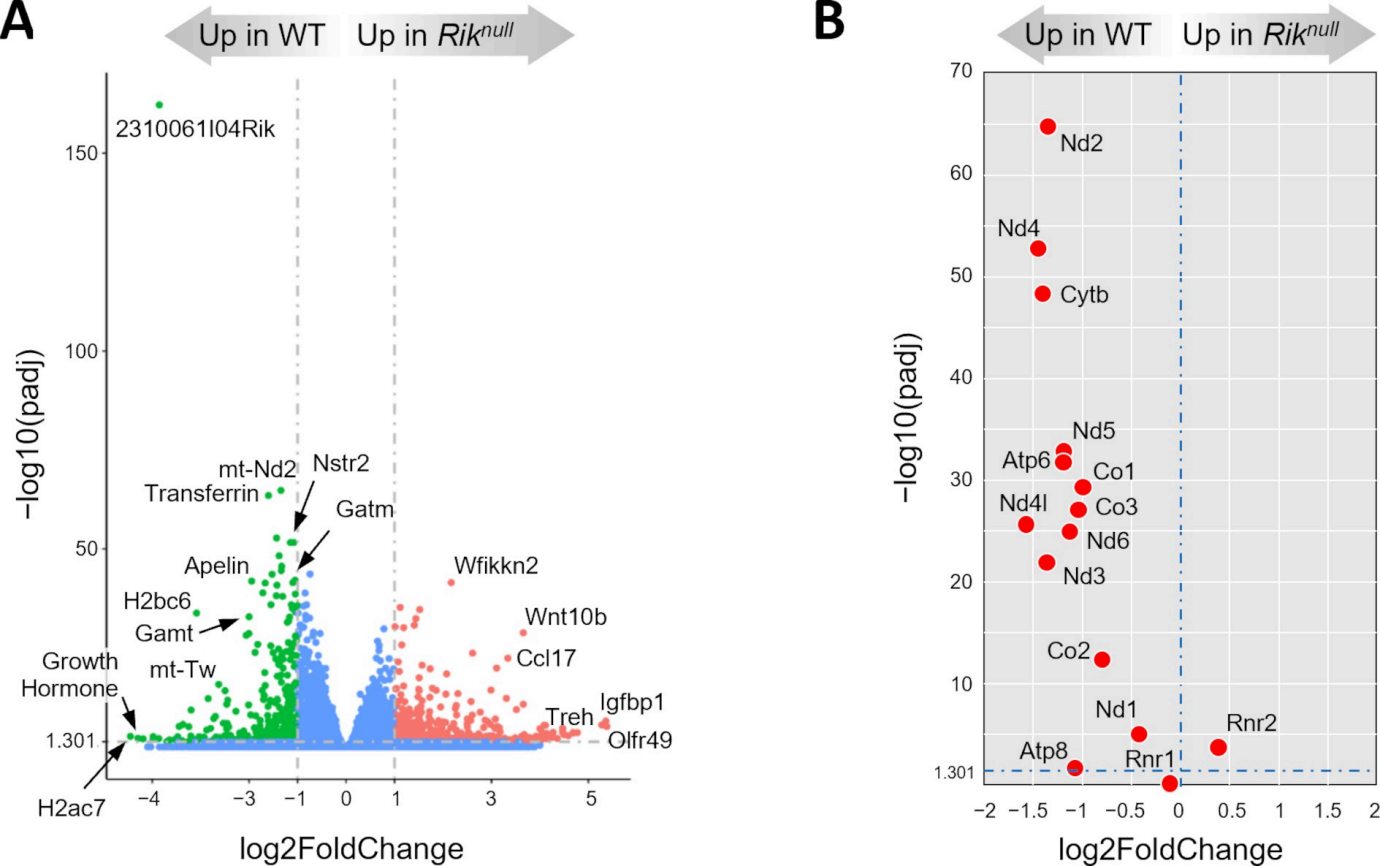
Analysis of 23 days old *Rik*^*null*^ brain transcriptome. (**A**) Volcano plot of RNA-seq analysis visualizing significant DEGs in P23 *Rik*^*null*^ versus WT (control) brains. Magnitude of change (x-axis) vs. adjusted *p* values (padj) (y-axis). Points that have a fold change less than 2 (log_2_ = 1) or have a *padj* value less than 0.05 (-log10 = 1.301) are shown in blue (n = 6 WT, n = 8 *Rik*^*null*^). (**B**) Scatter plot of mitochondrial gene expression levels for 13 protein-coding and 2 ribosomal RNA genes: *Rik*^*null*^ versus WT relative expression (x-axis) vs. statistical significance (y-axis) of the difference.

To ascertain whether the differences in transcriptome profiles between *Rik*^*null*^ and WT brains could be attributed to specific cell populations, we compared the expression of the most highly expressed genes (excluding transcription factors) specific to several key cell populations in the brain [22]. The analysis revealed no significant differences in the expression of the selected neuronal (*Islr2*, *Npy*, *Reln*, *Snhg11*, *Sst*, *Tmem10*), endothelial (*Bsg*, *Car4*, *Cd34*, *Cldn5*, *Egfl7*, *Ly6a2*, *Ly6c2*, *Slc16a1*, *Slc35f2*, *Slco1a4*, *Tie1*, *Vwa1*), and pericyte (*Col1a1*, *Col1a2*, *Dcn*, *Emp1*, *Errfi1*, *Fstl1*, *Igf2*, *Rdh10*, *Vtn*) marker genes (Fig 4A and S3 and S4 Files). The only microglia-specific DEG showing significantly lower expression in *Rik*^*null*^ brains compared to WT brain was *selectin*, *platelet (p-selectin) ligand* (*Selplg*, also called *CD162*), suggesting that microglia were relatively unaffected in the *Rik*^*null*^ brain. The non-significant microglia DEGs were: *Bcl2a1a*, *Bcl2a1d*, *C1qa*, *Ccl3*, *Ccl4*, *Cd83*, *Gdf15*, *Gpr84*, *Irf5*, *Irf8*, *Ncf1*, *Osm*, *Pla2g15*, *Plau*, *Spi1*, *Tlr2*, *Tmem119*, *Tnf*, *and Trem2*. Four out of six astrocyte-specific genes displayed lower expression in *Rik*^*null*^ brains compared to WT brains. These genes included *aquaporin 4* (*Aqp4*) and *glutamate receptor*, *metabotropic 3* (*Grm3*), suggesting dissimilar astrocyte transcriptome profiles in *Rik*^*null*^ and WT brains, as well as *Slc4a4* and *Slc6a11*, while *Fgfr3* and *Mlc1* did not differ significantly. Interestingly, OL precursor cells (OPCs) had two significant DEGs, *Mmp15* and *Rlbp1*, while the expression of two other well-known OPC marker genes, *platelet-derived growth factor receptor*, *alpha polypeptide (Pdgfra*) and *chondroitin sulfate proteoglycan 4* (*Cspg4*, also called *Ng2*) [23], did not differ between *Rik*^*null*^ and WT brains (Fig 4A and S4 File). Other OPC gene DEGs included: *Cdo1*, *C1ql1*, *Lhfpl3*, *Mmp15*, and *Sdc3*. Gene expression by newly formed OLs (NFOs) did not differ between *Rik*^*null*^ and WT brains; these genes included *Enpp6*, *Fyn*, *Lims2*, *Nfasc*, and *Tmem163*. In contrast, six genes (*Cryab*, *Gjb1*, *Gsn*, *Opalin*, *Prr18*, *Trf*) specific to myelinating OLs (MOs) showed lower expression in *Rik*^*null*^ brains compared to WT brains, suggesting potential dysfunction in MOs. Importantly, these DEGs included *Opalin*, a gene encoding a CNS myelin marker specifically expressed in MOs that is important for fine-tuning of exploratory behavior [24]. Other non-significant DEGs included: *Kif5a*, *Mbp*, *Mog*, *Ndrg1*, *Pdlim2*, *Plekhb1*, *Ppp1r14a*, *Tppp3*, *Trak2*, and *Trp53inp2*.

**Fig 4:**
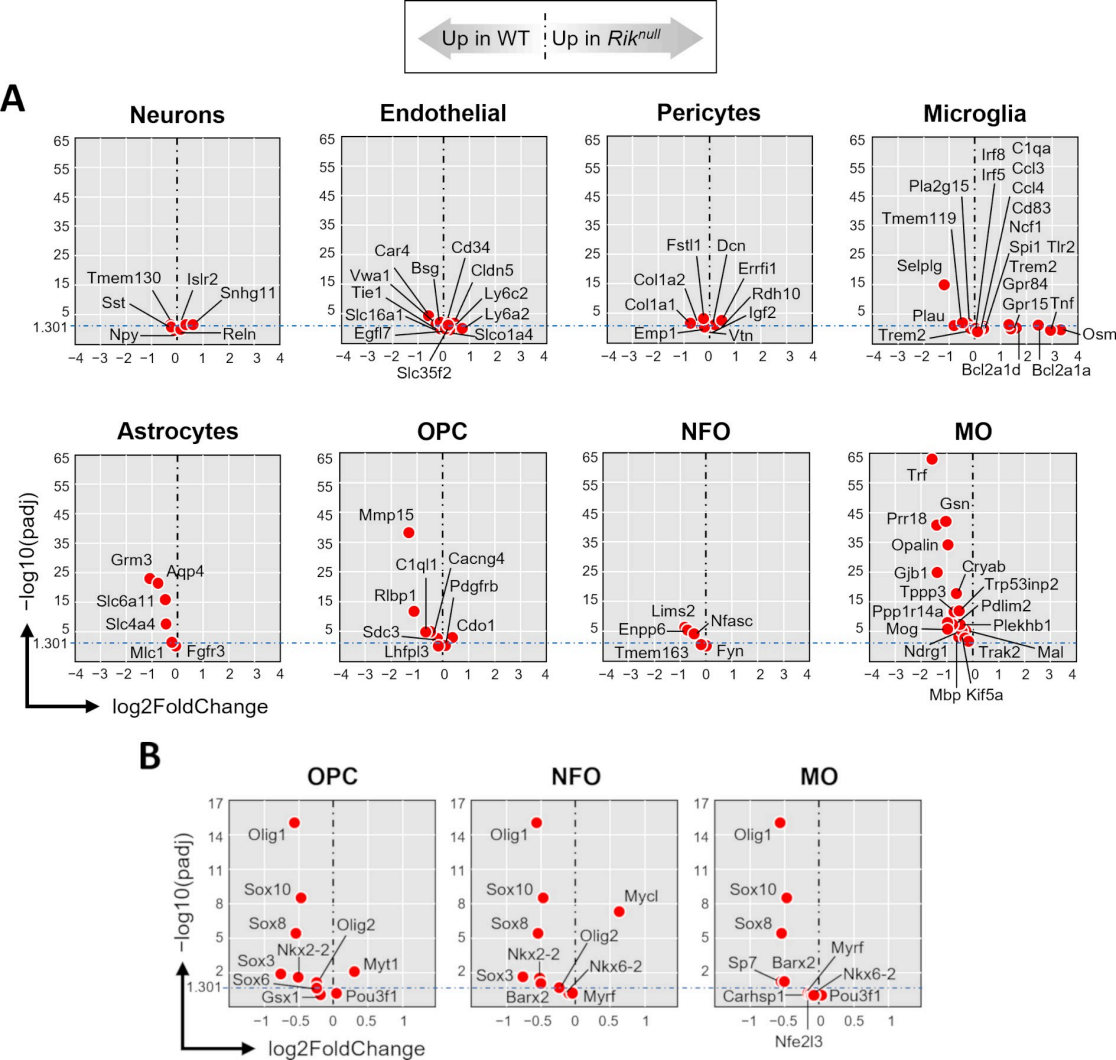
Low expression of genes specific for myelinating oligodendrocytes in 23 days old *Rik*^*null*^ mouse brains. Scatter plots of mRNA expression levels of gene markers specific for different cell populations in in P23 *Rik*^*null*^ versus WT mouse brains from RNA-seq DE analysis: Relative expression (x-axis) vs. statistical significance (y-axis) of difference in mRNA expression. OPC: Oligodendrocyte precursor cells; NFO: Newly formed oligodendrocytes; MO: Myelinating oligodendrocytes. (**A**) Cell lineage-specific marker genes. (**B**) Marker genes coding transcription factors in oligodendrocyte populations.

Next, we compared the expression of oligodendrocyte-specific transcription factors in *Rik*^*null*^ and WT brains [22]. Pan-OL transcription factors *oligodendrocyte transcription factor 1* (*Olig1*), and *SRY (sex determining region Y)-box transcription factors* (*Sox8* and *Sox10*) differed significantly and showed lower expression in *Rik*^*null*^ OLs compared to WT OLs (Fig 4B and S5 File). In contrast, the expression of *Olig2* (expressed only in OPC and NFO populations) did not differ significantly between *Rik*^*null*^ and WT brains. Other non-significant OPC DEGs were: *Gsc1*, *Myt1*, *Nkx2-2*, *Pou3fl*, *Sox3*, and *Sox6*. Moreover, *myelin regulatory factor* (*Myrf*) (expressed only in NFO and MO populations) was expressed to the same extent in *Rik*^*null*^ and WT brains. Non-significant NFO DEGs included: *Barx2*, *Mycl*, *Nkx2-2*, *Nkx6-2*, and *Sox3*. Non-significant MO DEGs included: *Barx2*, *Carhsp1*, *Nfe2l3*, *Nkx6-2*, *Pou3f1*, and *Sp7*. Taken together, these results suggest that *Rik* is potentially important for differentiation of NFOs into MOs in the mouse brain during the third week of postnatal development.

### Discreet myelination of anterior thalamic nuclei in P23 *Rik*^*null*^ brains

Under visual examination, the brain of P23 mutant mice appeared without gross deformities, except that whole brain, and particularly the cortical hemispheres, appeared consistently smaller compared to WT controls (S7A Fig). To understand the consequences of *Rik* deficiency for CNS myelination, we used the myelin stain Luxol Fast Blue (LFB) to stain *Rik*^*null*^ brains. Of note, LFB stains myelinated fibers in bright blue, Nissl substance in dark blue, and cell nuclei in blue. As shown, the LFB staining intensity in *Rik*^*null*^ brain sections was reduced compared to WT sections (top panels in Fig 5A), suggesting decreased total myelination of *Rik*^*null*^ brains compared to their WT counterparts. The anterior thalamic nucleus (ATN), containing the anterodorsal nuclei (ADN) and the anteroventral nuclei (AVN), was one of the most impacted regions (bottom panels in Fig 5A). Although staining intensity of the ADN in *Rik*^*null*^ and WT brains was similar, LFB intensity in the AVN in *Rik*^*null*^ appeared much weaker compared WT controls. At higher magnification, *Rik*^*null*^ and WT and demonstrated similar intensity of longitudinal axon fibers (top panels in Fig 5B). In contrast, cross-sectioned axons in *Rik*^*null*^ AVN displayed decreased LFB-staining intensity compared to WT counterparts (bottom panels in Fig 5B). Moreover, the cytoplasm of *Rik*^*null*^ cells appeared much smaller and contained less Nissl substance, suggesting decreased protein biosynthesis compared to WT OLs. Hematoxylin and Eosin staining (H&E) of those regions demonstrated no obvious variations in cellularity or general structure between mutant and control ATNs (S7B Fig). The images from Fig 5 represent one mouse per genotype so we were not able to reliably quantify the number of OLs or the overall intensity of the MBP staining, which is a limitation of this study. Since this quantification would provide additional evidence for the myelination defects, we will ensure a more rigorous evaluation in our future studies.

**Fig 5:**
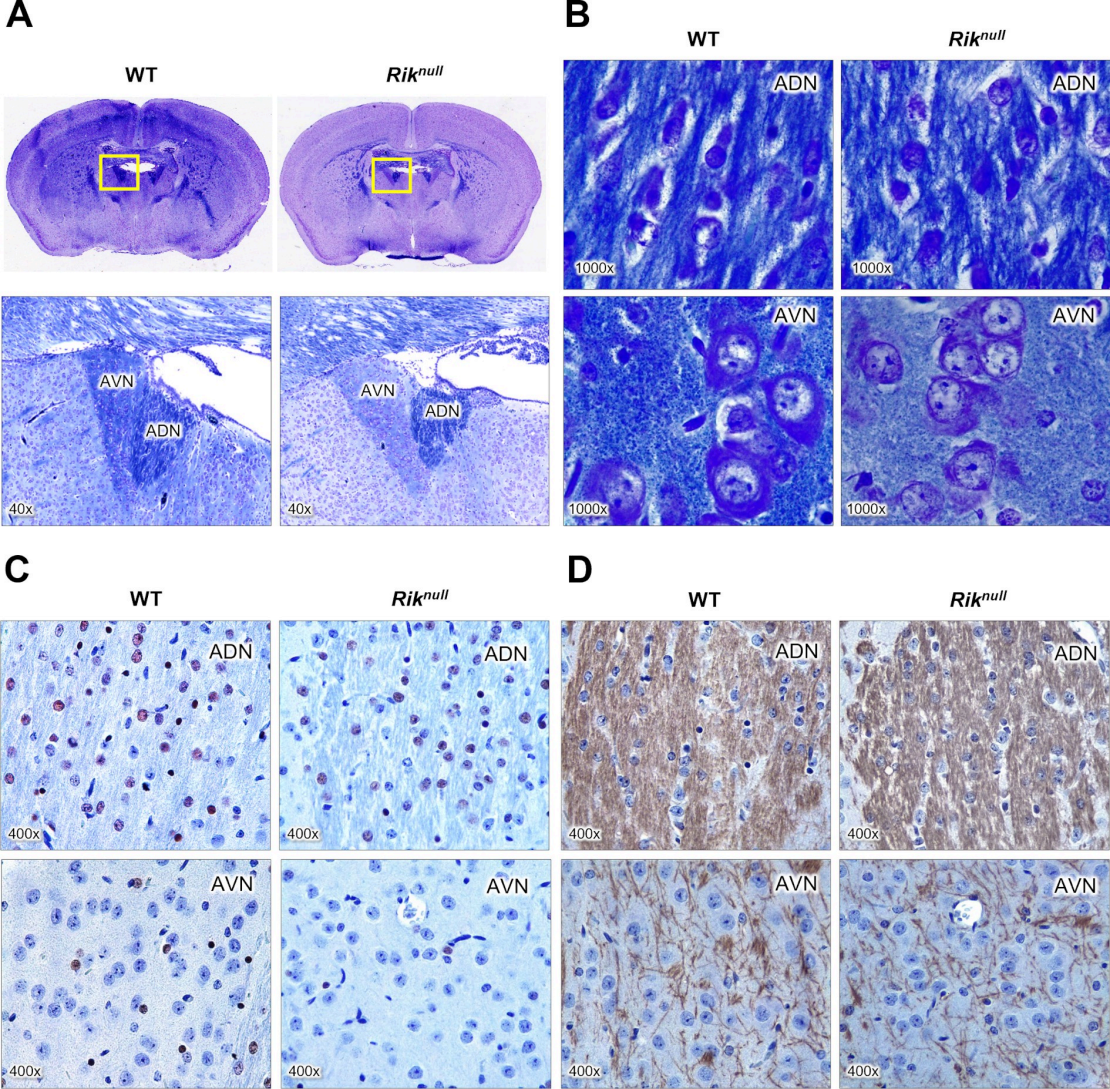
RIK deficiency causes defects in myelinated tracts of the anterior thalamus. (**A**) Luxol Fast Blue (LFB) staining of brain coronal sections from 23 days old WT and *Rik*^*null*^ mice. Top panels are representatives of brain sections at Bregma −0.58 mm. Bottom panels show magnified images of the area within yellow windows above containing anteroventral nuclei (AVN) and anterodorsal nuclei (ADN) of the thalamus. (**B**) Representative views of LFB-stained ADN and AVN at higher magnification as marked. (**C** and **D**) Hematoxylin and Eosin (H & E) and immunohistochemistry staining of ADN and AVN nuclei with oligodendrocyte-specific anti-Olig2 (C) and anti-MBP (D) antibodies. Brown color indicates corresponding protein location. Cell nuclei are blue.

### Decreased myelination of anterior commissure (AC) in P23 *Rik*^*null*^ brains

Further analysis revealed dramatic divergence in myelination in the AC of WT and *Rik*^*null*^ brains in AC (Fig 6). *Rik*^*null*^ AC displayed much weaker LFB staining compared to WT AC. The difference was apparent in both coronal and sagittal views (Fig 6A and 6C). Similar to other mouse models with myelination defects [25,26], numerous vacuoles of varying size were detected in AC of *Rik*^*null*^ mice, but not in WT mice (Fig 6A and 6C) (Table 1). The extensive vacuolation was also evident with H&E staining (Fig 6B and 6D).

**Fig 6:**
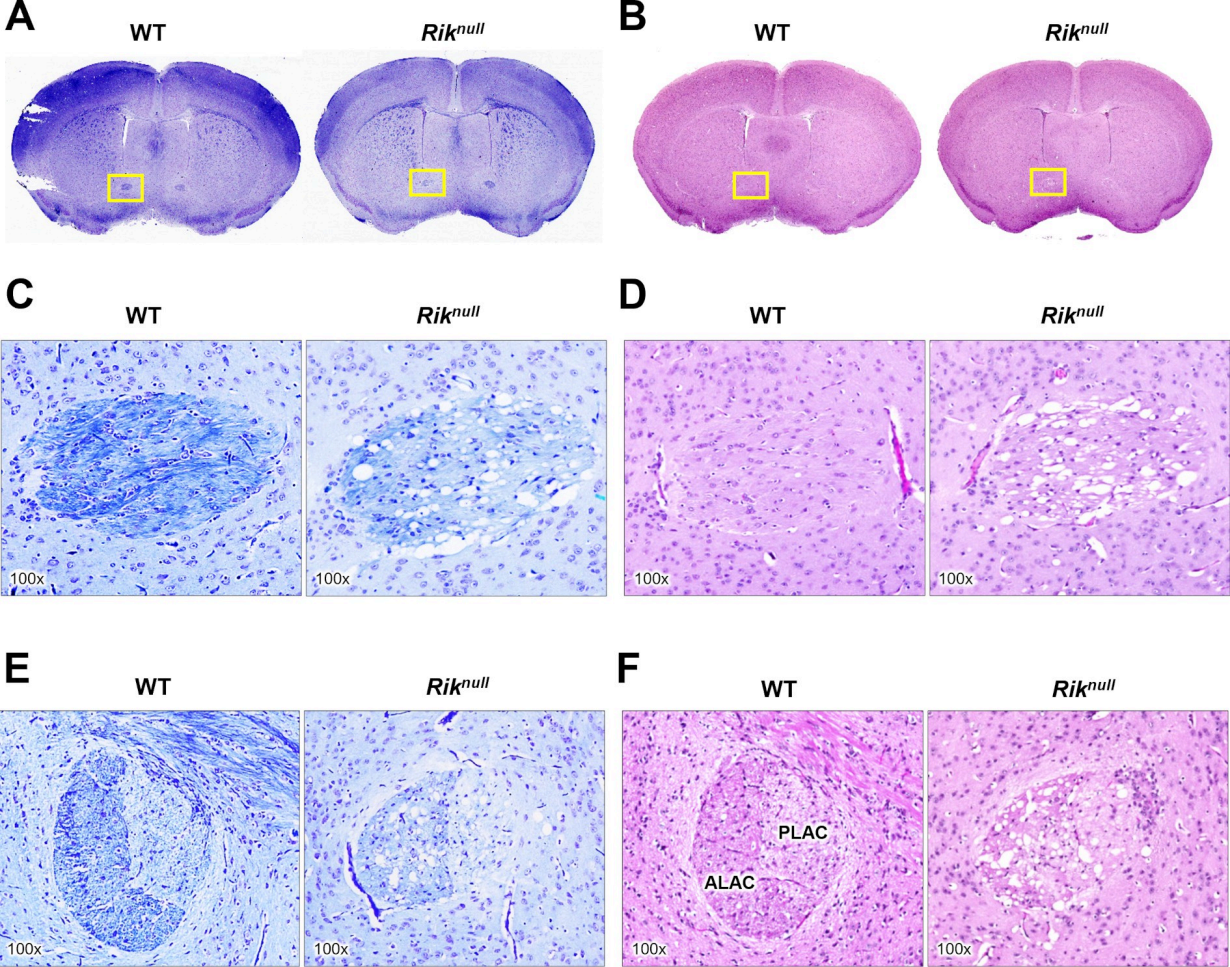
RIK deficiency causes defects in myelinated tracts of anterior commissure. Histological investigation of brain coronal sections from 23 days old mice at Bregma 0.38 mm. WT and *Rik*^*null*^ brain sections were stained with LFB (A and C), H&E (B and D). (**C** and **D**) Insets of yellow windows in panels (**A** and **B**) above at higher magnification. (**E** and **F**) Magnified image of anterior commissure on sagittal sections (not shown here) from P23 mice (~lateral 0.24 mm). ALAC: Anterior limb of the anterior commissure; PLAC: Posterior limb of the anterior commissure. Total magnification of images is marked on each image.

**Table 1:** Quantification of vacuolation area in the anterior commissure (AC) of Rik^null^ mice.

	Area of vacuolation (μm^2^)				
Animal #	≤ 100 μm^2^	101–200 μm^2^	201–300 μm^2^	≥ 301 μm^2^	Average area (μm^2^)
**1**	**69.2**	**146.7**	**246.0**	**499.8**	**204.0**
**2**	**63.8**	**125.9**	**251.2**	**490.0**	**176.4**
**3**	**63.4**	**136.0**	**241.1**	**478.8**	**164.9**
**Mean**	**65.5**	**136.2**	**246.1**	**488.2**	**181.8**
**SD**	**3.3**	**10.4**	**5.0**	**12.6**	**20.1**
	**Number of vacuoles by size (% of total vacuoles)**				
**Animal #**	**n (% of total)**	**n (% of total)**	**n (% of total)**	**n (% of total)**	**Average n (% of total)**
**1**	**35 (37.2%)**	**26 (27.7%)**	**14 (14.9%)**	**19 (20.2%)**	**94 (100%)**
**2**	**39 (47.0%)**	**16 (19.3%)**	**15 (18.1%)**	**13 (15.7%)**	**83 (100%)**
**3**	**53 (54.1%)**	**17 (17.3%)**	**12 (12.2%)**	**16 (16.3%)**	**98 (100%)**
**Mean**	**42.3 (46.1%)**	**19.7 (21.4%)**	**13.7 (15.1%)**	**16.0 (17.4%)**	**91.7 (100%)**
**SD**	**9.5 (8.5%)**	**5.5 (5.5%)**	**1.5 (2.9%)**	**3.0 (2.5%)**	**7.8 (0%)**

To assess the potential cellular basis for the histological observations, we stained for cell lineage specific markers. Staining with antibodies to glial fibrillary acidic protein (GFAP), a major marker of mature astrocytes in CNS, showed the expected astrocytic morphology in the *Rik*^*null*^ brain (Fig 7A and 7B), suggesting no obvious abnormalities in astrocyte development, in agreement with our RNA-seq results (Fig 4A). However, the ramification of fine processes of *Rik*^*null*^ astrocytes looked more disorganized compared to WT counterparts. While a rigorous assessment of astrocyte morphology was not conducted, we did find that the number of GFAP immunoreactive cells was the same between WT and *Rik*^*null*^ ACs (Fig 7C, *t*_*6*_ = 0.295, p = 0.778, unpaired Student’s *t* test). Staining for OLIG2 revealed a significant decrease in OLIG2 positive cells in *Rik*^*null*^ compared to WT mice (Fig 7F, *t*_*10*_ = 3.721, p = 0.004, unpaired Student’s *t* test), with the distribution of *Rik*^*null*^ OLs looking more irregular compared to WT counterparts, which mostly aligned along the axonal fibers (Fig 7D and 7E). Immunolabeling for proteolipid protein 1 (PLP1) and myelin basic protein (MBP) showed a reduction of myelin in the AC of *Rik*^*null*^ mice compared to controls (Fig 7G, 7H, 7J and 7K). There was a trend for a decrease in the average area of immunoreactivity for PLP1 (Fig 7I, *t*_*2*_ = 0.642, p = 0.587, unpaired Student’s *t* test) while MBP area was not different (Fig 7L, *t*_*3*_ = 0.049, p = 0.964, unpaired Student’s *t* test) in *Rik*^*null*^ compared to WT mice. Mature OLs and their myelin sheaths, identified by Opalin immunolabeling (Fig 7M and 7N), appeared to show more intense labeling in the WT AC than in the AC of *Rik*^*null*^ mice (Fig 7O, *t*_*4*_ = 0.803, p = 0.467, unpaired Student’s *t* test). Interestingly, the intensity of staining of OL cytoplasm in AC of *Rik*^*null*^ mice was stronger than the myelin sheaths.

**Fig 7:**
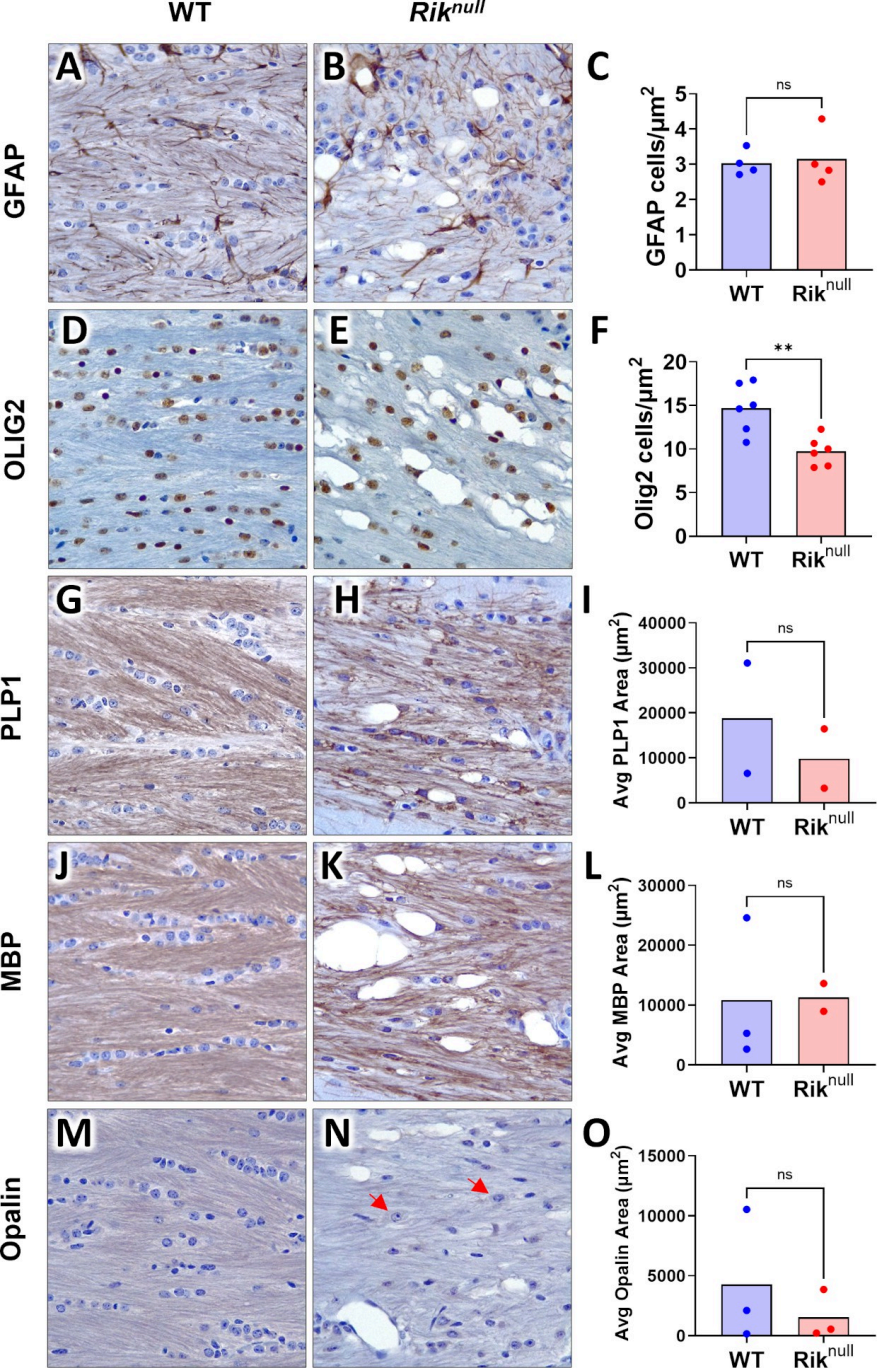
Immunohistochemical (IHC) analysis of 23 days old WT and *Rik*^*null*^ mouse brains. Representative IHC with hematoxylin staining of WT and *Rik*^*null*^ mouse brains at P23 with anti-GFAP antibody, an astrocyte-specific marker (**A** and **B**) or antibodies against the oligodendrocyte-specific markers Olig2 (**D** and **E**), PLP1 (**G** and **H**), MBP (**J** and **K**), and Opalin (**M** and **N**). Quantification of immunoreactive cells for each marker: GFAP (**C**),Olig2 (**F**), PLP1 (**I**), MBP (**L**), and Opalin (**O**) (n = 2–6 animals/genotype). Scatter plots indicate mean value. Total magnification of all images is 400x. ** p<0.01 unpaired Student’s *t* test, ns—non-significant. Regions of coronal sections at Bregma −0.58 mm show parts of anterior commissure heavily myelinated in WT as shown in Fig 6C.

## Discussion

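On the GRCm38 assembly the 59 deleted bases printed in the paper match chromosome 17 from 35896199 to 35896257, found here by aligning them to the GENCODE M21 transcripts. *Rik* is transcribed from the minus strand there, so the deletion begins 2 bases after the exon whose boundary is at 35896260 and ends 126 bases before the next exon, which starts at 35896072. The stretch lies inside an exon of 1 annotated *Rik* transcript and was not found in the sequence of the others. Whether it is intronic in each of those, or outside some of them, was not checked. Counts that remained in *Rik* null libraries cannot be assigned to transcripts, since the deposited table holds 1 value per gene and library.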

In this study, we demonstrate that a 59-bp homozygous deletion in the first intron of the *2310061I04Rik* gene abolishes its expression. Mouse *Rik* is predicted to encode five protein isoforms of different length with a 315 amino acid long canonical isoform (Uniprot.org entry #B8JJ69). RIK protein is evolutionarily conserved from *C*. *elegans* to mammals (https://useast.ensembl.org/Homo_sapiens/Gene/Compara_Tree?db=core;g=ENSG00000204564;r=6:30647039–30653210). The human orthologue of RIK, C6orf136, shows altered expression in various solid tissue cancers [27]. Mammalian RIK proteins consist of two domains: a proline-rich domain and a domain of unknown function 2358 (duf2358). RIK has no recognized function. However, it is probably unique since there are no RIK paralogues in the human or mouse genome. RIK localizes to mitochondria (https://personal.broadinstitute.org/scalvo/MitoCarta3.0/mouse.mitocarta3.0.html), indicating that RIK might be important for mitochondria activity.

When the *Rik*^*null*^ phenotype was first observed on the *Traf7*^*fl/fl*^ background (S1 Fig), the weight of runt *Traf7*^fl*/fl*^ mice reached a maximum of 7g, and they died before P40. *Rik*^*null*^ mice carrying wildtype *Traf7* after backcrossing into C57BL6/J strain reached the same weight, but the majority of them died before P25, substantially earlier than runt *Traf7*^fl*/fl*^ mice. These discrepancies in life expectancy between mutant *Rik*^*null*^ and *Traf7*^fl*/fl*^ mice with *Rik* deletion may be due to complex multigenic differences among commonly used C57BL/6 substrains [13,14]. These differences also may result from differences among genes located between *Rik* and the centromere of the telocentric chromosome 17 (Fig 1A), which includes the whole *Qki* locus. Interestingly, in addition to its role regulating processing of MBP mRNA, *Qki* has recently been shown to directly affect the regulation of cholesterol biosynthesis necessary for myelinogenesis [28,29].

The human and mouse mitochondrial genomes are a single circular double-stranded DNA molecule of almost 17 kilobase pairs [30,31]. MtDNA contains 37 genes that encode 13 proteins, 2 ribosomal RNAs, and 22 transfer RNAs. Our RNA-seq experiments demonstrated low expression of most mitochondrial genes in P14 and P23 *Rik*^*null*^ brains. Of the 15 genes, encoding messenger and ribosomal RNAs, 14 showed reduced expression, while only *mt-Rnr2* demonstrated increased expression in *Rik*^*null*^ brains compared to WT controls (Figs 2 and 3). On the other hand, mtDNA copy numbers were increased in *Rik*^*null*^ brains compared to controls (Fig 2C), indicating that *mt-Rrn2* was the only gene expressed in agreement with the mtDNA copy number in *Rik*^*null*^ brains, while the lower expression of other mitochondrial messenger RNAs and *mt-Rrn1* contradicted the higher mtDNA copy numbers in *Rik*^*null*^ brains. 

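Within each library the 16S rRNA *mt-Rnr2* had 1.06 ± 0.056 times the counts of the 12S rRNA *mt-Rnr1* in WT brains (SD, n = 6) and 1.87 ± 0.184 times in *Rik* null brains (n = 8), although both are transcribed from the heavy-strand promoter. Against *mt-Nd1*, the first mRNA after them, *mt-Nd2* went from 0.585 to 0.455, *mt-Co1* from 3.32 to 2.83, *mt-Nd4* from 0.704 to 0.450 and *mt-Cytb* from 1.42 to 0.938. These 5 ratios, and that of *mt-Rnr2* to *mt-Nd1* (0.593 and 1.10), differed between the genotypes with the smallest p the test can give (2-sided exact permutation over 3003 arrangements, p = 0.000333, adjusted p = 0.000444 over 8 ratios). *mt-Nd5* to *mt-Nd1* went from 0.462 to 0.373 (exact p = 0.0143, adjusted 0.0164). The ratio of *mt-Nd6*, transcribed from the other strand, to *mt-Nd5* was 0.384 ± 0.047 in WT and 0.381 ± 0.030 in *Rik* null brains (exact p = 0.940). *mt-Nd5* and *mt-Nd6* overlap on opposite strands, and the strandedness of the libraries is not given in the sources used here, so their counts are not fully separate.

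Of 7 tested mitochondrial tRNAs, which lie between these genes, 2 fell: the leucine tRNA *mt-Tl1* (-1.27, SE 0.208, edgeR adjusted p = 0.00356), between *mt-Rnr2* and *mt-Nd1*, and the glutamate tRNA *mt-Te* (-0.77, SE 0.105, adjusted p = 9.8e-04). The 7 as a list did not pass (median -0.13, camera adjusted p = 0.0903), nor did the 2 rRNAs (median 0.18, adjusted p = 0.660).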

Since all 15 mitochondrial genes, except *mt-ND6*, are transcribed from the same heavy strand promoter, these observations suggest that RIK may regulate the stability of mitochondrial RNAs. Further evaluation of RIK effects on mitochondrial function, *Rik*^*null*^ mouse brains showed lower expression of genes encoding subunits of all electron transport pumps, including respiratory complex I (*mt-Nd2*, *mt-Nd4* and others), complex III (*mt-Cyb*), and complex IV (*mt-Co1*). It is interesting that, similar to *Rik*^*null*^ animals, mice deficient in a subunit of mitochondrial complex I, *NADH*:*ubiquinone oxidoreductase core subunit S4* (*Ndufs4*), which is a model of Leigh syndrome [32], were born healthy [33], but by P21, they lagged behind in growth, developed ataxia and died prematurely. However, important differences between *Ndufs4* and *Rik*^*null*^ mice also were noted, including that *Ndufs4* knockout mice reached almost twice the body weight (15g at P28) and survived almost twice as long (up to P50) as *Rik*^*null*^ mice. Thus, even though both mouse models demonstrate mitochondrial defects and runting, the differences in lifespan and body size between *Ndufs4* knockout and *Rik*^*null*^ mice may result from the different background strains for each mouse. 

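Of the 7 complex I subunits encoded in mitochondrial DNA, 6 fell in *Rik* null brains, by log2 fold changes of -0.31 (*mt-Nd1*) to -1.02 (*mt-Nd3*); *mt-Nd4l* did not pass the test. *mt-Cytb*, the 1 subunit of complex III encoded there, fell. Of the 3 complex IV subunits *mt-Co1* fell, while *mt-Co2* and *mt-Co3* did not pass (log2 fold changes of the 3 between -0.53 and -0.48). Of the 2 ATP synthase subunits *mt-Atp6* fell, and *mt-Atp8* had too few counts for the test. Each comparison is edgeR's over 8 *Rik* null and 6 WT brains. As given above, *mt-Nd1* no longer passed without *Rik* null 2, 3, 5, 6 or 7 or WT 1, 2, 3 or 4 (adjusted p = 0.0534 to 0.102), while *mt-Nd4l* passed without *Rik* null 8 (0.0178), *mt-Co2* without *Rik* null 1 (0.0291) and *mt-Co3* without *Rik* null 7 (0.0143).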

Future studies are needed to delineate molecular mechanisms of RIK on mitochondrial function.

Based on the RNAseq (Fig 4) and immunohistochemical studies (Figs 5–7), we next evaluated oligodendrogenesis in *Rik*^*null*^ mice. At P23, *Rik*^*null*^ brains demonstrated lower expression of *Gatm* and *Gamt*, which function together to synthesize creatine, which facilitates recycling of ATP by converting ADP back to ATP. Mature OLs are the major producers of creatine during postnatal development [34] and express higher levels of both *Gatm* and *Gamt* than any other brain cell type, including OPCs [21]. Although *Gatm-* and *Gamt-*deficient mice consistently weigh less than control littermates, they survive until 24 weeks of age and beyond [34–36]. Overall, the phenotype of *Gatm-* or *Gamt-*deficient mice is much milder compared to *Rik*^*null*^ mice. Therefore, a decreased expression of *Gatm* and *Gamt* in P23 *Rik*^*null*^ brains suggests that RIK may either directly control their gene expression, or indirectly affect their expression by regulating OL maturation.

P23 *Rik*^*null*^ brains expressed almost 4-fold lower levels of *Trf*, which encodes transferrin, compared to WT controls. Transferrin is a major transporter of iron, which is an essential nutrient for myelin production, and serves as a cofactor for enzymes involved in ATP production, and cholesterol and lipid biosynthesis. Furthermore, OLs show the highest iron concentrations in the brain, which is directly linked to their elevated metabolism associated with the high-energy process of myelination [37,38]. To be transported through blood and across OL cellular membranes, iron binds to transferrin [39,40], which is essential for OL maturation and function [41,42]. Interestingly, OLs are most vulnerable to transferrin deficiency during the premyelinating stage [43].

It is noteworthy that the genes specific for mature OLs, including *Trf*, *Gatm*, *Gamt*, and *Opalin*, displayed no differences in their expression between P14 *Rik*^*null*^ and WT brains, while the expression of mitochondrial genes was already reduced at that time. 

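*Trf*, the iron carrier transferrin, had 313 ± 80.9 CPM in WT (SD, n = 6) and 292 ± 85.0 in *Rik* null brains (n = 8; log2 fold change -0.10, SE 0.179, edgeR adjusted p = 0.806). *Gatm* and *Gamt*, the 2 enzymes of creatine synthesis, had 74.3 ± 4.58 and 72.1 ± 4.03 CPM (-0.05, SE 0.047, adjusted p = 0.641) and 30.6 ± 3.03 and 32.7 ± 4.73 CPM (0.09, SE 0.087, adjusted p = 0.606). *Opalin*, a membrane protein of myelin, had 28.0 ± 9.33 and 22.8 ± 8.32 CPM (-0.30, SE 0.225, adjusted p = 0.495). Of the study's markers of mature oligodendrocytes, 17 tested genes and *Gatm* and *Gamt*, edgeR called 0 and DESeq2 0, with 1, *Gsn* (0.20), at an unadjusted p under 0.05. The 17 had a median of -0.05 (camera adjusted p = 0.606), and a wider list of 30 myelin genes a median of -0.04 (adjusted p = 0.693; edgeR 0 genes, 0 at an unadjusted p under 0.05, DESeq2 0).

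Markers of newly formed oligodendrocytes (5 genes, median -0.03, camera adjusted p = 0.997; edgeR 0, unadjusted 1, DESeq2 0) and of oligodendrocyte precursors (9 genes, 0.07, adjusted p = 0.155; edgeR 0, unadjusted 1, DESeq2 0) did not pass as lists. Nor did 17 transcription factors of the lineage (adjusted p = 0.943), of which *Sox6* rose (0.25, SE 0.063, adjusted p = 0.0376; 0.0531 to 0.0983, not passing, without *Rik* null 2, 3, 4, 5, 7 or 8 or WT 1, 2, 4 or 6). The sign for *Trf* turned without WT 4 (0.02) and among libraries labelled male, which include WT 1 (0.14). With the 2 sets of libraries on the second principal component as a block, a choice made after the data were seen, 2 of the 19 genes passed as higher, *Gsn* (0.25, adjusted p = 0.00298) and *Kif5a* (0.19, adjusted p = 0.0212).

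**Figure D4:**
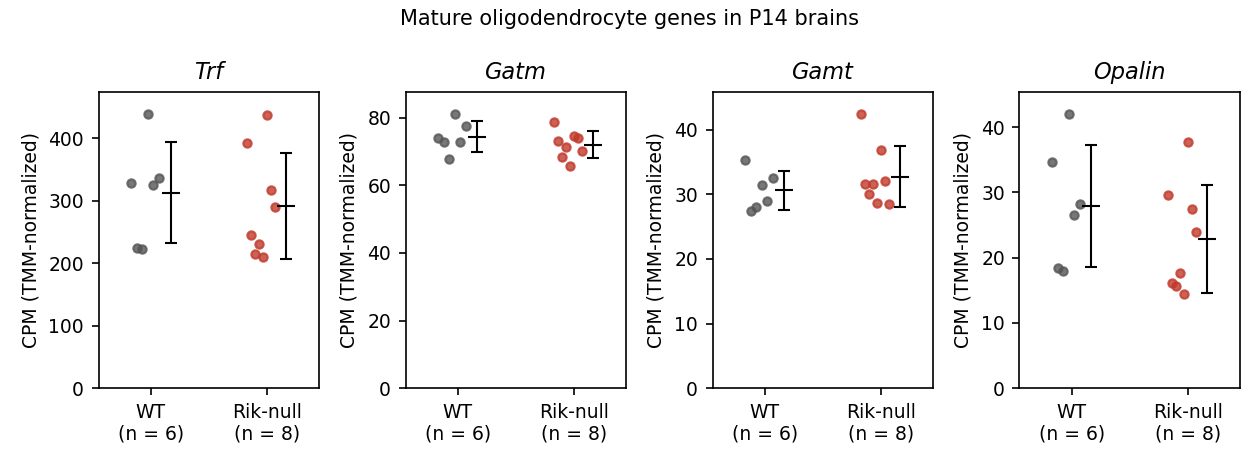
Levels (CPM) of *Trf*, *Gatm*, *Gamt* and *Opalin* in each WT (n = 6, grey) and *Rik* null library (n = 8, red), with mean ± SD. The groups overlap for each gene; the means of *Trf* are 313 and 292.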

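Nuclear genes for the transcription and processing of mitochondrial RNA and the upkeep of mitochondrial DNA had a median log2 fold change of -0.03 over 40 tested genes. The mitochondrial RNA polymerase *Polrmt* stood at -0.10 (edgeR adjusted p = 0.219), the transcription factors *Tfam* at 0.02 (0.902) and *Tfb2m* at 0.04 (0.781), the RNA-stabilizing protein *Lrpprc* at 0.03 (0.724), the helicase *Twnk* at -0.17 (0.15) and *Fastk* at -0.14 (0.0945), which were picked out after their values were seen. The 77 proteins of the mitochondrial ribosome had a median of -0.01. Neither list passed (camera, adjusted p = 0.125 and 0.979). edgeR called 0 genes in either list at 8 *Rik* null and 6 WT brains, with 5 and 3 at an unadjusted p under 0.05, and DESeq2 called 0. With the replicate number as a block, the ribosomal list turned and passed as higher (adjusted p = 0.0302).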

Considering this, we propose that RIK is important for optimal transcription of mitochondrial genes, specifically in the brain during the third week of postnatal development, when the phenotypic divergence of OL maturation between *Rik*^*null*^ and control mice occurs. During this period of postnatal development, the most rapid phase of myelination begins in the mouse brain [23,44–46] and the highest supply of cellular energy is required [47]. Because our investigation of brains from *Rik*^*null*^ mice revealed that RIK deficiency disturbed the generation of mature OL, we tentatively propose to name RIK as an “oligodendrocyte maturation factor” (OMF).

## Materials and methods

### Discovery of Rik^null^ mice

All housing and experimental use of mice were carried out in AAALAC-accredited facility in accordance with United States federal, state, local, and institutional regulations and guidelines governing the use of animals and were approved by OUHSC Institutional Animal Care and Use Committee. The *Rik*^*null*^ allele arose as a spontaneous recessive mutation in the *2310061I04Rik* gene during generation of conditional *Traf7* knockout mice. The *Traf7* targeting vector and *Traf7*^*+/fl*^ mice were generated by the Ingenious Targeting Laboratory (Ronkonkoma, NY, USA) on the C57BL/6 background. Since *Rik* is located in proximity of *TRAF7*^*fl*^ allele on chr17, we unlinked *TRAF7*^*fl*^ and *Rik*^*null*^ alleles by crossbreeding of *Traf7*^+/fl*^Rik^*+/Null*^ littermates until we obtained several mice without pathology. The resulting *Rik*^*null/+*^ mice were backcrossed on the C56BL/6 background for several generations and were genotyped to confirm presence of *Rik*^*null*^ allele and absence of *TRAF7*^*fl*^ allele. Mice of both sexes were used for all assays. Mice were humanely euthanized by CO_2_ asphyxiation immediately prior to tissue collection.

### Tissue DNA preparation

For DNA preparation tissue biopsy was incubated overnight with 0.1 mg/mL proteinase K (Fisher Scientific, Hampton, NH, USA) in ATL buffer at 55°C. Proteins and lipids were precipitated with 1/3 of volume of 5M NaCl and debris was removed by centrifugation at 14,000 rpm for 10 minutes. DNA was precipitated with 7/10 of volume of 100% isopropanol and centrifugation for 10 minutes at 14,000 rpm. The pellet was washed in 70% ethanol and dissolved in TE. DNA concentration was measured with Nanodrop (Fisher Scientific).

### Mouse genotyping

Genotyping of tail DNA was performed on purified genomic DNA using conventional and/or real-time PCR. Genotyping of *TRAF7*^*fl*^ allele was described in Tsitsikov et. al. [15]. Conventional PCR with primers mRik-Fwd: AGATGGAGAAGTCGGTGGA and mRik-Rev: TTTCTCCCATGGAGCAGTAAAC yield amplifies a 401 bp DNA fragment from WT and a 342 bp fragment from 2310061I04Rik^Null^ alleles, respectively. Real-time PCR was performed as a DuPlex reaction for both alleles in one tube using PerfeCTa® qPCR FastMix® II, Low ROX™ (VWR, Radnor, PA, USA, Quanta Biosciences™, #95120) on an Applied Biosystems 7500 Fast Real-Time PCR System (Fisher Scientific). TaqMan Assays for WT and Null alleles are as follows:

WT-Fwd: AGAAATCAGCTCATGCTCCTC
WT-Rev: GTCTCCCTTTCCTCTGGTAAAC
WT-Probe: AGCTGGGCTGATCAGAAGCTTCAA (HEX-BHQ1)
Null-Fwd: AGGGCTACACAGACCTAGTTT
Null-Rev: CTCTTTCCTCATGTCTCCCTTTC
Null-Probe: ACCAAACAAAGGAACCTGCAGAAGAGA (FAM-BHQ1)

### RNA extraction

Mouse brains were collected and stored in Invitrogen™ RNAlater™ Stabilization Solution (Fisher Scientific, AM7023) before RNA extraction. Total RNA was purified using the RNeasy Lipid Tissue Mini Kit (QIAGEN, Redwood City, CA, USA, 74804) according to the manufacturer’s instructions, quantified by NanoDrop and stored at -80°C.

### RNA-seq and differential expression (DE) analysis

Total brain RNA from at least six WT and 2310061I04RikNull mouse littermates of either sex was used for RNA-seq experiments. Preparation of cDNA libraries, sequencing, and Standard bioinformatics analyses were conducted by Novogene Co., LTD (Beijing, China). Significant DEGs were defined as those that had both an absolute log2FoldChange ≥ 1 as well as a false discovery rate adjusted p-value ≤ 0.05 for each comparison independently.

### Histology

Brains from mice (littermates, different ages, either sex) were fixed in 4% paraformaldehyde, paraffin embedded, and sectioned at 4 μM using standard methods. Sections were stained with either hematoxylin and eosin using Abcam H&E Staining Kit (Fisher Scientific, NC1881153) or Luxol Fast Blue (LFB) using the StatLab LUXOL FAST BLUE KIT (Fisher Scientific, NC9030259) for myelin. Staining was performed according to the manufacturers’ instructions. Images were obtained at total magnifications of 40x and 100x (combination of magnifications of 4x and 10x objective lens with 10x ocular lens) using a Leica (Wetzlar, Germany) DM750 microscope with an ICC50 W Camera Module and included software. Up to seven sections from mice of each genotype were evaluated for each genotype.

### Immunohistochemistry

Slides were deparaffinized in three changes of xylene, two changes of 100% alcohol, two changes of 95% alcohol, and rehydrated in two changes of H_2_O. Next, slides were bleached with 3% Hydrogen Peroxide (Sigma-Aldrich, St. Louis, Mo, USA, #516813) and masked epitopes were recovered with eBioscience™ IHC Antigen Retrieval Solution—High pH (10X) (Invitrogen, Waltham, MA, USA, #00-4956-58). Slides were blocked for 1 hour at room temperature with blocking solution (1xPBS, 3% milk, 5% Normal Goat Serum, 0.1% Triton X-100, 0.01% NaN3) and incubated with antibodies overnight at 4°C. The antibody dilutions were as follows: GFAP (D1F4Q) XP Rabbit mAb (Cell signaling, Danvers, MA, USA, #12389) (1:500); PLP1 (E9V1N) Rabbit mAb (Cell signaling #28702) (1:1000); MBP (D8X3Q) XP Rabbit mAb (Cell signaling #78896) (1:2000); Opalin polyclonal rabbit antibody (Sigma-Aldrich #HPA014372) (1:1000) and Olig2 polyclonal rabbit antibody (Sigma-Aldrich, #AB9610) (1:200). Slides were washed in three changes of 1xPBS and incubated in SignalStain® Boost Detection Reagent (HRP, Rabbit, Cell signaling #8114) for 1 hour at room temperature. Bound antibodies were revealed with Metal Enhanced DAB Substrate Kit (Thermo fisher, Waltham, MA, USA, #34065). Slides were counterstained with Hematoxylin for 2 minutes and Bluing Reagent for 15 seconds. Images were quantified as the average number of positive cells per square micrometer, average immunoreactivity area in square micrometers, or vacuolation area in square micrometers from 40x-400x field(s) per region of interest for a brain area, one-six animals per genotype using ImageJ (NIH v1.54).

### Mitochondrial copy number (mtDNA-CN) measurement

The mtDNA-CN was determined using a duplexed real time qPCR ΔΔC_T_ assay. The cycle threshold (C_T_) value of three mitochondrial genes (*Atp6*, *Rnr2*, and *Nd4*) and nuclear-specific (*Gapdh*) target genes were determined in several replicates for each sample. Relative measure of mtDNA-CN is reported as the difference in C_T_ values (ΔC_T_) for each pair of genes. The mtDNA-CN is presented as relative quantities (RQ) of mitochondrial DNA and calculated by comparing ΔC_T_ of samples from *Rik*^*null*^ and WT mouse tissues. Assays were run as described in Mouse genotyping section above. TaqMan Assays for *Gapdh* and three mitochondrial genes are as follows:

CN_mGAPDH-Fwd TCCTCAGTGTAGCCCAAGA
CN_mGAPDH-Rev CAGTGACTTGGGACAAGGATAG
CN_mGAPDH-Probe TGCCTGCTTCACCACCTTCTTGAT (HEX/BHQ-1)
CN_m_mtATP6-Fwd CAGGCTTCCGACACAAACTA
CN_m_mtATP6-Rev TGTAAGCCGGACTGCTAATG
CN_m_mtATP6-Probe TCACTTGCCCACTTCCTTCCACAA (FAM/BHQ-1)
CN_m_mtRNR2-Fwd GGACATCCCAATGGTGTAGAA
CN_m_mtRNR2-Rev AGATAGAAACCGACCTGGATTG
CN_m_mtRNR2-Probe CCTACGTGATCTGAGTTCAGACCGGA (FAM/BHQ-1)
CN_m_mtND4-Fwd GCCTCACATCATCACTCCTATT
CN_m_mtND4-Rev GGCTATAAGTGGGAAGACCATT
CN_m_mtND4-Probe TGCCTAGCAAACTCCAACTACGAACG (FAM/BHQ-1)

### Statistics

Samples sizes were based on previous studies and limited by availability of genotypes in each litter. GraphPad Prism 9.0 was used for analysis. Data was presented as median±SEM, mean±SD, or scatter plots indicating mean value. P < 0.05 was considered statistically significant. Two-factor analysis of variance (ANOVA) with Bonferroni post-hoc analysis was used for Fig 2C. Unpaired Student’s *t* test was used for immunohistochemical quantification. In RNA-seq DE analysis, differential expression was calculated using the Wald test implemented in the R package DESeq2. *mtDNA-CN* were calculated by comparative ΔC_T_ experiment runs on AB7500 Fast machine and analyzed using the 7500 Software v2.3. Calculations of *mtDNA-CN* were performed by Excel with the built-in analysis methods. ImageJ 1.54 was used to quantify immunoreactivity and to measure vacuolation area.

## Supporting information

S1 Fig Severe runting and a shortened life-span of *Traf7*^*fl/fl*^ mice with serendipitous deletion in *2310061I04Rik* gene (*Traf7*^fl*/fl*^). (**A**) Mouse weight chart from P13 to end of life of *Traf7*^fl*/fl*^ mice. (n = 391 (1–20 animals) WT, n = 481 (1–30 animals) *Traf7*^+/fl*^, n = 230 (1–15 animals) *Traf7*^fl*/fl*^). Data presented as median±SEM. (**B**) Representative 4-weeks old WT and *Traf7*^fl*/fl*^ littermates. (**C**) Probability of survival of *Traf7*^fl*/fl*^ mice. n = 25 *Traf7*^fl*/fl*^.
(TIF)

S2 Fig Differential gene expression in WT and *Traf7*^fl*/fl*^ mouse embryos at E9.5. (**A**) PCA Plot of RNA-seq analysis in WT and *Traf7*^fl*/fl*^ mouse embryos. Each point corresponds to an individual embryo. (**B**) Venn diagram of RNA-seq analysis in WT and *Traf7*^fl*/fl*^ mouse embryos showing DEGs overlap. (**C**) Heatmap of mRNA expression levels for all significant DEGs in WT and *Traf7*^fl*/fl*^ mouse embryos. (**D**) Volcano plot of RNA-seq analysis visualizing significant DEGs in WT versus *Traf7*^fl*/fl*^ embryos: magnitude of change (*x-axis*) vs. statistically significant *p* values (*y*-axis). Points with *p* value less than 0.05 (-log10 = 1.301) are shown in blue.
(TIF)

S3 Fig Differential gene expression in 14 days old WT and *Rik*^*null*^ brains. (**A**) PCA Plot of RNA-seq analysis in WT and *Rik*^*null*^ brains. Each point corresponds to an individual brain sample. (**B**) Venn diagram of RNA-seq analysis in *Rik*^*null*^ versus WT brains showing DEGs overlap. (**C**) Heatmap of mRNA expression levels for all significant DEGs in *Rik*^*null*^ versus WT brains.
(TIF)

S4 Fig KEGG enrichment analysis of signaling pathways in P14 *Rik*^*null*^ brains. Signaling pathways upregulated in WT versus *Rik*^*null*^ brains (A) or in *Rik*^*null*^ versus WT brains (B). Each bubble represents a KEGG pathway. Gene ratio (x-axis) is the proportion of the total genes in a given pathway that is upregulated in the indicated group.
(TIF)

S5 Fig Differential gene expression in 23 days old WT and *Rik*^*null*^ brains. (**A**) PCA Plot of RNA-seq analysis in WT and *Rik*^*null*^ brains. Each point corresponds to an individual brain sample. (**B**) Venn diagram of RNA-seq analysis in *Rik*^*null*^ versus WT brains showing DEGs overlap. (**C**) Heatmap of mRNA expression levels for all significant DEGs in *Rik*^*null*^ versus WT brains.
(TIF)

S6 Fig KEGG enrichment analysis of signaling pathways in 23 days old *Rik*^*null*^ brains. Signaling pathways upregulated in WT versus *Rik*^*null*^ brains (A) or in *Rik*^*null*^ versus WT brains (B). Each bubble represents a KEGG pathway. Gene ratio (x-axis) is the proportion of the total genes in a given pathway that is upregulated in the indicated group.
(TIF)

S7 Fig Morphological comparison of WT and *Rik*^*null*^ brains. (**A**) Images of a dorsal view of the brains from 3 weeks old WT and *Rik*^*null*^ littermates. (**B**) Coronal sections of brain shown in (A) stained with hematoxylin and eosin. Top panels are representatives of brain sections at about Bregma −0.58 mm. Bottom panels show magnified images of the area within black windows above containing anteroventral nuclei (AVN) and anterodorsal nuclei (ADN) of the thalamus.
(TIF)

S8 Fig Images analyzed for Table 1.

S9 Fig Uncropped DNA gel used for Fig 1B.

S10 Fig Images analyzed for Fig 7.

S1 File E9.5 *TRAF7*^*KO*^-asterisk vs. WT DEGs.

S2 File P14 *Rik*^*null*^ vs. WT DEGs.

S3 File P23 *Rik*^*null*^ vs. WT DEGs.

S4 File Differentially expressed genes in brain cell populations P23 *Rik*^*null*^ vs. WT for Fig 4A.

S5 File Differentially expressed genes in brain cell populations P23 *Rik*^*null*^ vs. WT for Fig 4B.

S6 File Raw data for figures.

S7 File Movie 1 TRAF7^fl*/fl*^ vs. WT. (MP4)

S8 File Movie 2 Rik^null^ vs. WT. (MP4)

How the deposited data were processed for this re-analysis (not part of the article)

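The series used here is RNA sequencing of the brains of 14 mouse pups at postnatal day 14, 8 *Rik* null and 6 WT, with 1 library per pup and none pooled. The authors' service laboratory prepared and sequenced the libraries and ran the standard analysis. The aligner, the counting program, the annotation release, the RNA selection and the strandedness are not given in the sources used here. The deposited table holds whole-number counts, without normalization, and FPKM values for 56748 genes in each library. Its signal values per genotype are the authors' means of counts that they had normalized by DESeq2's size factors, and its log2 fold changes, p-values and adjusted p-values (FDR) are those the authors deposited from DESeq2's Wald test. Gene lengths are from the authors' annotation. The FPKM values equal the count divided by a size factor of the library and the gene's length. The genotype of each library was taken from the sample labels. The labels name the genome build mm10; of 52073 genes found by identifier in GENCODE M21 (GRCm38), 1485 have the same start in the table, so positions of genes are those of the table and belong to another build unless GRCm38 is named. Gene names are those of the table, and for 77 names that occur more than once the identifier with the most counts was used.

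The sums of the counts per library are given with the first comparison, the smallest being 15183130 in *Rik* null and 18102343 in WT. To see what these depths can show, counts were simulated with the same depths, group sizes and spread over 18144 genes: 28 of 50 genes changed by 0.32 on the log2 scale were called (56%), and 40, 46 and 50 of 50 genes changed 1.5-, 2- and 4-fold (80%, 92% and 100%), 6 of 170 called genes (3.5%) had not been changed, and 0 of 50 lists of unchanged genes were called. The changed genes were chosen from those with more counts, so the shares recovered do not cover genes with few counts. Counts of genes were drawn independently, without the correlation between genes or the differences between libraries that real counts hold. The 3.5% and the 0 lists are thus no measure of false calls on the real counts.

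Counts were compared in R 4.3.3 with edgeR 4.0.16: TMM factors, its filter on low counts by genotype (18170 genes kept), and the quasi-likelihood test with genotype as the only term. A gene was called changed at a Benjamini-Hochberg adjusted p of at most 0.05; counts at the thresholds of the paper's methods also need an absolute log2 fold change of at least 1. Log2 CPM values have a prior count of 2. Single values compared between the genotypes were tested by exact permutation over the 3003 arrangements of 14 libraries into groups of 8 and 6; for the principal components this replaced the random draws planned at first. A test of whether abundant genes take counts, planned on the normalization without mitochondrially encoded genes, was replaced after the results were seen, since normalization shifts all genes of a library alike. Principal components were computed on the 500 most variable genes.

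The main tests, the lists of genes, the rule for naming genes and the first series of alternatives below were set before the data were examined. Of 53 lists, 52 had at least 2 tested genes and were tested with camera (limma 3.58.1) with the preset correlation of 0.01, with p adjusted over the 52. They cover mitochondrially encoded mRNAs, rRNAs and tRNAs, nuclear subunits of complexes I, II and III, IV and V, mitoribosomal proteins, mitochondrial transcription and RNA processing, defence against reactive oxygen species, stress and heat shock, glycolysis and cholesterol synthesis, collagens, matrix glycoproteins, receptor tyrosine kinases, axon guidance, protocadherins, neuron maturation, proliferation, immediate early genes, the study's own cell-type markers, reactive glia, markers of brain regions and of other tissues, the X-inactivation RNA *Xist* as a list of 1 gene (not tested), Y-linked genes, and ribosomal protein, histone and short noncoding RNA genes. Lists of the KEGG pathways were not used here. A list of 40 hypoxia-inducible genes was written after the data were seen.

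Genes are named by rule, written when only some values in the paper's tables had been seen: each gene the paper names for postnatal day 14 or labels in Fig. 2; the 10 genes higher and the 10 lower with the largest change among called genes with a mean of at least 1 CPM and no overlap between the genotypes; the 10 with the smallest p in each direction; and in each list up to 4 called members with the smallest adjusted p. This gave 76 genes. The first series of alternatives was DESeq2 1.42.0 (Wald test), DESeq2's size factors, normalization without mitochondrially encoded genes, no filter and a minimum of 10 counts in each library, the labelled sex as a term, libraries labelled male alone, the replicate number as a block, counts thinned to the smallest library, each library left out in turn, other thresholds of detection, other scales for the principal components, an estimated correlation and fry for lists, and windows of 5 and 20 Mb around *Rik*. Added after the data were seen were: leaving out WT 1 and 6, with or without the sex term; leaving out *Rik* null 5 and 8, or *Rik* null 7 and 8; the 2 sets of libraries that part on the second principal component as a block or each alone; a correction for GC content and length (a spline with 5 degrees of freedom per library, on GC values found for 98.5% of the tested genes); principal components without X and Y genes; and adding the counts of near-identical nuclear copies to mitochondrial mRNAs. A copy counts as near-identical at 99% identity over 90% of the mRNA (blastn 2.17.0+ on GENCODE M21 transcripts).

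The replicate numbers do not pair the libraries: the correlation between *Rik* null and WT libraries of 1 number, after the group means were taken out, ranged from -0.337 to 0.316, and the number was the best match for 2 of 6 (1 and 3), so the block is an alternative only. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 read the tables and drew the figures. The paper's supplementary table of this comparison was available in part: 1998 genes were read, and 33204 were missing from it. Data at other ages, from embryos, by PCR and by histology were not analysed here.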

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

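The tests of shared nuclear copies, of abundant genes, of the 2 sets of libraries, of retained tissue and of the share of other cells were chosen after the results were seen, as were the alternatives without WT 1 and 6 and without *Rik* null 5 and 8.

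Single libraries lay far from the others of their genotype for some genes, by Dixon's test at 95%. WT 1 was highest for *mt-Nd3* (9.65 CPM, the other WT libraries 6.00 to 7.01), *mt-Nd4* (3257, others 2442 to 2719), *mt-Cytb* (6674, others 4796 to 5477), *mt-Co1* (15246, others 11486 to 12505) and *Gm10925* (89.6, others 43.0 to 59.1). *mt-Nd4l* was high in *Rik* null 8 (12.1, others 2.57 to 5.18) and WT 5 (17.9, others 5.79 to 6.56). *Wfikkn2* was high in *Rik* null 8 (10.5, others 4.42 to 7.22) and *Vtn* in *Rik* null 3 (91.1, others 77.5 to 82.8), and *Rik* null 1 was low for *Atp2b4* (199, others 234 to 255) and *Snrnp200* (123, others 136 to 142). These are 11 of 148 groups of libraries examined (7.4%), where chance gives about 1 in 20.

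Signals the paper does not report on appeared in 2 places outside its genes. *Gh* reached 44.3 CPM in *Rik* null 5 and 186 CPM in *Rik* null 8, against at most 0.97 CPM in a WT library. In 2 libraries, WT 1 and WT 6, the *Xist* and Y-linked counts go against the labelled sex.

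Lists outside the paper's P14 genes also passed the camera test, each given with its adjusted p. Those higher in *Rik* null brains were cytosolic ribosomal proteins (4.9e-12), clustered protocadherins (1.4e-10), meningeal fibroblasts (2.4e-08), choroid plexus (1.2e-06), pericytes (1.0e-04), nuclear subunits of complex I (0.00532) and complex V (0.0137), astrocytes (0.0191), proliferation (0.0233), reactive astrocytes (0.0290), immature neurons (0.0290) and the mitochondrial and integrated stress response (0.0339). Those lower were endothelial cells (9.7e-04) and striatal markers (0.0290). With an estimated correlation 2 lists passed, protocadherins and endothelial cells. Of 100 random splits of the 14 libraries into groups of 8 and 6, 41, the real one included, gave at least as many lists as the real 18 (highest other 28), so chance is not excluded for the number of lists.

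The first pattern weighed is the lower level of the mitochondrial mRNAs in *Rik* null brains, with a median log2 fold change of -0.64 over all 12 tested. The tables argue against shared nuclear copies and a few abundant genes as its whole cause. The median was -0.61 in mRNAs without a near-identical nuclear copy. Among these, *mt-Nd4* and *mt-Co1* have partial copies, over 63.6% and 31.3% of their length. For *mt-Nd1*, *mt-Nd2*, *mt-Nd5*, *mt-Nd6* and *mt-Cytb* no copy was found among annotated transcripts. Each of them was called lower, with log2 fold changes between -0.31 and -0.90. The median of all 12 differed by -0.64 from that of all tested genes, which counts taken up by a few abundant genes would lower alike. After thinning all libraries to the smallest it was -0.63, but thinning keeps the expected ratios of abundant genes, so this does not test depth. With the labelled sex as a term and without WT 1 and 6 it was -0.69. Sex was tested weakly there, since only WT 2 and *Rik* null 5 then separate labelled sex from genotype. Of 100 random splits, 1, the real one, called as many as 9 of these genes lower (highest other 1). This argues against chance but does not exclude it, since 1 in 100 is the smallest share that so many splits can give. The paper calls the pups littermates, but the labels name no litter, so differences between litters were not tested. A response of the brain to the loss of *Rik* and a difference in RNA handling that follows genotype may both underlie the lower mRNA levels, and the design gives no test between them.

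The second pattern is the change of nuclear genes, 589 of them besides *Rik*. Of the called nuclear genes 83% passed after correction for GC content and length, which argues against these as the whole cause. With the 2 sets of libraries as a block 100% passed. Both sets hold both genotypes, and the block raised the changed genes from 602 to 1522, so a loss of calls was unlikely beforehand. This result therefore says little about other structure of the samples. With the labelled sex as a term and without WT 1 and 6 few genes passed. The log2 fold changes then had a slope of 0.97 on those of all libraries (95% interval 0.93 to 1.01, over resampled genes, not pups). They had the same sign for 589 of 589. The genes were picked by calls that used these same libraries, so much of this agreement was given beforehand. Only WT 2 among the WT libraries was then labelled male, and only *Rik* null 5 among the *Rik* null libraries female, so sex was tested weakly. The median SE went from 0.06 to 0.09 and the median absolute fold change from 0.29 to 0.27, so the calls ended with the precision. Of 100 random splits 3, the real one included, gave as many changed nuclear genes as the real 590 with *Rik*, and the highest other gave 3624, which points to a structure of the samples apart from genotype; for genes past both of the paper's thresholds the splits were 3 as well (real 20, highest other 69). Genotype therefore stands as a candidate source, with unrecorded differences between litters or dissections untested. The paper calls the pups littermates, but the labels do not name the litter of a library.

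The third pattern is the rise of meningeal and choroid plexus markers, and for their 5 most abundant transcripts the lower of the 2 medians of the log2 fold changes was 0.37, which decides nothing: the lists were known to be higher, and more of these tissues on the *Rik* null samples or a change within them would give it alike. Of these, in the choroid plexus list *Ttr* (0.37) and *Aqp1* (0.50) passed, while *Clic6* (0.38), *Otx2* (0.33) and *Kl* (0.05) did not, and in the meningeal list *Ptgds* (0.53), *Igfbp2* (0.39), *Col3a1* (0.45), *Col1a1* (0.37) and *Col1a2* (0.27) did not. A lower share of all other cells is argued against, since the endothelial list had a median of -0.24, while microglia had -0.05, erythroid genes 0.12 and ependymal genes 0.19. The pericyte list (0.27) shares *Dcn*, *Col1a1* and *Col1a2* with the meningeal list, so its rise is partly the same pattern. *Ttr* no longer passed without *Rik* null 4, 7 or 8 or WT 1, 2, 5 or 6 (adjusted p = 0.056 to 0.0854), nor *Aqp1* without *Rik* null 3, 4, 5, 7 or 8 or WT 1, 2, 4 or 6 (0.0558 to 0.0851). Both more of these tissues and a change of them in the mutant stay open.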

How the results depend on the processing

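The settings without WT 1 and 6, without *Rik* null 5 and 8, without *Rik* null 7 and 8, with the block of 2 sets on the second principal component, and without X and Y genes were chosen after the results were seen. *Rik* kept its direction and its call under each setting, and no single library left out moved it beyond -3.06 to -2.98. The main analysis called 602 genes changed, 20 past both thresholds of the paper, 9 mitochondrial mRNAs lower and 0 oligodendrocyte markers. By DESeq2 1134 genes changed. With no low-count filter 359 changed and 39 passed both thresholds, and with at least 10 counts in each library 12 did; here the number of tested genes differs. With the sex term 153 changed and 13 passed both thresholds. Libraries labelled male, which include WT 1 and leave out WT 6, gave 7, 5 and 4 mitochondrial genes lower, with fewer samples. Without WT 1 and 6 the counts were 168 and 12, and with the sex term as well 8, 3 and 5 mitochondrial. Without *Rik* null 5 and 8 they were 310 and 13. The replicate block gave 31 past both thresholds, and leaving out the *Rik* null 7 and 8 that it drops, with no block, gave 32. The block of 2 sets gave 1522 changed genes and 2 oligodendrocyte markers. Leave-one-out gave 287 to 820 changed genes, 13 to 31 past both thresholds, 8 to 10 mitochondrial genes lower and 0 to 0 oligodendrocyte markers. The exact p of the first principal component was 0.00599, and 0.256 on log2(FPKM + 1) and 0.309 without X and Y genes. Around *Rik*, the window of 20 Mb gave p = 0.00222 by Fisher's exact test. Of 18 lists called, 2 passed with an estimated correlation and 8 by fry. The sign of *Trf* turned, short of a call (0.137 among libraries labelled male, 0.007 with the block of 2 sets, -0.203 to 0.023 with leave-one-out). Lists not called in the main analysis turned and passed as higher in 3 cases, by adjusted p: mitoribosomal proteins with the replicate block (0.0302), and immediate early genes without WT 1 and 6 (0.0347) and with the sex term as well (0.0118). Lists that stayed uncalled turned as well, up to 10 of 32 under 1 setting (without WT 1 and 6, with the sex term). Among the 76 named genes calls ended for 54 in libraries labelled male, for 21 without WT 1 and 6, for 25 with the sex term, and for 53 with both of these changes. Except where the number of samples or tested genes differs, the cause was not tested. With 15183130 counts in the smallest library, simulated changes of 1.5-fold were called in 80% of cases and changes of 0.32 on the log2 scale in 56%. These changes were placed in genes with more counts only. The called nuclear genes had a median absolute change of 0.29.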

Differences from the paper's values

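The block of 2 sets of libraries and the alternatives without WT 1 and 6, without *Rik* null 5 and 8 and without X and Y genes were chosen after the results were seen.

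The paper's text gives 317 genes upregulated in WT and 230 in *Rik* null brains as differentially expressed. At the thresholds of the paper's methods the numbers here are 14 and 6, and the values stay apart under every alternative set before the data were examined. A mean FPKM above 1 in 1 genotype alone gives 317 and 230, the paper's values, without a test between the genotypes. The paper's 13623 genes common to both are those above that level in both.

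The legend of Fig. 2 gives the paper's number of *Rik* null samples as 5; the deposited table holds 8, the number in the paper's text on the principal components. No alternative applies to this number.

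The paper counts 5 mitochondrial genes among the 7 most significant, and here there are 3. Among the alternatives set before the data were examined, DESeq2, no low-count filter, the sex term, the replicate block and leaving out WT 1 give 5. DESeq2's size factors, libraries labelled male, thinned counts and leaving out *Rik* null 2, *Rik* null 4, *Rik* null 8 or WT 5 give 4, which is not the paper's number but within 1.5 times of it, the limit used here. Normalization without mitochondrial genes, the minimum of 10 counts and leaving out *Rik* null 1, 3, 5, 6 or 7 or WT 2, 3, 4 or 6 give 3 and stay apart. The 7 of the authors' deposited p-values are *Rik*, *mt-Nd4*, *mt-Cytb*, *mt-Nd2*, *Lrrc45*, *mt-Co1* and *mt-Nd3*.

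The paper describes the groups as well separated with 1 *Rik* null sample near the WT ones. Here WT 2 and WT 6 also lie with the *Rik* null libraries on the first component, at 5.68 and 4.37, and without X and Y genes the separation is on the second component instead. The paper describes the deletion as intronic, 125 bases from the next exon by its count; here it is 126 bases, and the stretch is exonic in 1 annotated transcript. The paper reports lower levels for all mitochondrial genes other than *mt-Rnr2*; here 13 of 14 tested are below 0, with *mt-Atp8* too sparse, and 9 pass. With no low-count filter, or without WT 3, 15 are tested and 14 are below 0, the paper's number. *mt-Co3* passes by DESeq2 (adjusted p = 0.0323), with the replicate block (8.4e-05) and without *Rik* null 7 (0.0143), *mt-Nd4l* with the replicate block (0.0143) and without *Rik* null 8 (0.0178), *mt-Co2* without *Rik* null 1 (0.0291), and *mt-Rnr1* with the replicate block (0.0208). Among settings chosen after the values were seen, *mt-Co3* passes with the block of 2 sets (0.0352), which drops 0 of the 9, and *mt-Co3* and *mt-Nd4l* pass without *Rik* null 7 and 8 (0.00123 and 0.0113), which drops *mt-Nd1* (0.0535) and *mt-Rnr2*; *mt-Nd4l* also passes without *Rik* null 5 and 8 (0.0439), which drops *mt-Nd1* too (0.0754). With the counts of nuclear copies added, likewise chosen after, *mt-Co2* (0.0489) and *mt-Co3* (0.0184) pass. The paper treats *Atat1* as not inhibited; with the block of 2 sets its decrease of -0.21 passes (adjusted p = 0.0097). The paper's Fig. 2 marks *Ppnr*, *4933431K23Rik* and *Cga*; with no low-count filter the first 2 pass (adjusted p = 0.0221 and 0.0207) and *Cga* does not (0.0604).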

Other observations

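The list of hypoxia genes and the test along the heavy strand were chosen after the results were seen, as was the test of counts shared with nuclear copies; the test around *Rik* was planned, but not the counts by side.

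Of the study's cell-type markers, astrocyte genes were higher in *Rik* null brains as a list (6 genes, median log2 fold change 0.11, camera adjusted p = 0.0191; 0.136 with an estimated correlation), with *Mlc1*, a channel protein of astrocyte end-feet, called higher (0.19, edgeR adjusted p = 0.0145). Pericyte genes had a median of 0.27 over 9 genes, with *Dcn* and *Vtn* called higher. The meningeal list holds *Dcn*, *Col1a1* and *Col1a2* too. Endothelial genes had a median of -0.24 over 11, and *Egfl7*, which guides vessel growth, fell (-0.28, adjusted p = 0.0315; 0.0531 to 0.0811 without *Rik* null 2, 4, 7 or 8 or WT 1, 3, 4 or 6). The study's neuron markers went both ways (6 genes, median -0.01, camera adjusted p = 0.804), with *Snhg11* lower (-0.44, adjusted p = 0.0113). Microglia markers did not pass (12 genes, median -0.05, adjusted p = 0.591; edgeR 0, unadjusted 2, DESeq2 0). Among genes of activated microglia (19 genes, median 0.09, adjusted p = 0.0903) the receptor *Axl* rose (0.19, adjusted p = 0.00816), and reactive astrocyte genes had a median of 0.17 over 15, not passing with the replicate number as a block (0.0973), without WT 1 and 6 (0.0567) or without *Rik* null 5 and 8 (0.055). Stress response genes had a median of 0.05 over 27, not passing with the block of 2 sets (0.127), with 4 higher and 0 lower when adjusted over the list alone; heat shock genes did not pass (15 genes, median -0.08, adjusted p = 0.700; edgeR 0, unadjusted 3, DESeq2 2).

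Cytosolic ribosomal protein genes had a median of 0.19 over 75 genes (adjusted p = 0.830 with an estimated correlation), yet only *Rps10* was called, and lower (-0.47, adjusted p = 0.0359; 0.0565 to 0.087 without *Rik* null 2, 4, 5 or 7 or WT 1, 3, 4, 5 or 6). Metabolic lists did not pass: glycolysis (18 genes, median 0.01, adjusted p = 0.811; edgeR 0, unadjusted 2, DESeq2 1), cholesterol synthesis (23 genes, 0.03, 0.548; edgeR 0, unadjusted 0, DESeq2 0) and the response to fasting and glucocorticoids (19 genes, -0.04, 0.773; edgeR 0, unadjusted 3, DESeq2 0). Immediate early genes, which follow neuronal activity, had a median of -0.11 over 20 (0.365; edgeR 0, unadjusted 2, DESeq2 0), and passed as higher without WT 1 and 6 (0.0347) and with the labelled sex as a term as well (0.0118).

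Choroid plexus markers had a median of 0.37 over 14 genes, 4 called higher and 9 when adjusted over the list alone, and 6 pericyte markers passed as higher in that way. Ependymal markers had a median of 0.19 over 11 (camera adjusted p = 0.0605; edgeR 0, unadjusted 3, DESeq2 0). Regional markers were near 0 for the cerebellum (14 genes, 0.07, adjusted p = 0.236; unadjusted 1) and the olfactory bulb (10 genes, 0.01, 0.940; unadjusted 0) and at -0.17 for brainstem and spinal cord (12 genes, 0.130; unadjusted 2), with edgeR and DESeq2 calling 0 single genes in each. Striatal markers passed as lower (11 genes, -0.11, 0.0290; edgeR 0, unadjusted 3, DESeq2 0), but not with an estimated correlation (0.830), without WT 1 and 6 (0.276), without *Rik* null 5 and 8 (0.0774), with the block of 2 sets (0.0782) or after the GC correction (0.0517). Hypothalamic neuropeptides had a median of -0.25 (9 genes, 0.365, but 0.00916, passing as lower, without WT 1 and 6), pineal and photoreceptor genes -0.01 (4 genes, 0.752) with *Aanat*, the enzyme of melatonin synthesis, lower (-0.82, adjusted p = 0.0280; 0.0502 to 0.0789 without *Rik* null 2, 4 or 5 or WT 4, 5 or 6), pituitary genes 0.11 (5 genes, 0.956), erythroid genes 0.12 (8 genes, 0.199), peripheral glia -0.13 (9 genes, 0.439), Y-linked genes 1.35 (4 genes, 0.178), histones -0.06 (9 genes, 0.993) and short noncoding RNAs 0.04 (2 genes, 0.752). Some lists not called with all libraries passed as higher elsewhere: ependymal (0.00323), precursor (0.0488) and Y-linked genes (0.00221) with the labelled sex as a term, ependymal genes (0.0455) after the GC correction, Y-linked genes (2.3e-06) without *Rik* null 5 and 8, and erythroid (0.0431), cerebellar (0.0431) and activated microglia genes (0.0234) with the block of 2 sets. Erythroid genes (0.0287) passed with the sex term and without WT 1 and 6, and with the replicate number as a block cholesterol (0.0335) and precursor genes (0.00841) passed.

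Along the heavy strand, the log2 fold changes of 8 genes without a near-identical copy fell with distance from the promoter (Spearman rho -0.81, exact p = 0.0218 over 40320 orderings), from *mt-Rnr2* at 0.59, the second gene, to *mt-Cytb* at -0.90, the last, although *mt-Rnr1*, the first, lay at -0.24. A loss of transcripts that grows along the strand may underlie this, as a hypothesis, but for the 6 mRNAs alone rho was -0.60 (exact p = 0.242), so that it leans on the 2 rRNAs. Among the 8 genes, *mt-Co1* and *mt-Nd4* have partial nuclear copies, over 31.3% and 63.6% of their length.

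The 5 mitochondrial mRNAs with a near-identical nuclear copy had fewer counts per kb than the other 8 by -4.13 on the log2 scale (exact p = 0.0420 over 1287 arrangements), which may come from reads shared between the mitochondrial gene and its copy. The 8 include *mt-Atp8*, whose 2.19 CPM per kb was the lowest of all. Only annotated transcripts were searched for copies, so its place among the 8 is uncertain. The near-identical copies fell as well: *Gm28661* (log2 fold change -0.48), *Gm28437* (-0.64), *Gm10222* (-0.83), *Gm10925* (-1.13) and *Gm28438* (-1.84). Of the partial copies, *Gm28439* of *mt-Nd4* fell (-1.21, edgeR adjusted p = 0.00361), and *Gm29216* of *mt-Co1* did not pass (-0.69, adjusted p = 0.0812).

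*Vegfa* and *Adm* are induced by low oxygen, and a weaker response to it is a candidate explanation for their drop. Of 40 other hypoxia-inducible genes 4 were lower, named after their values were seen (*Ankrd37* at -0.50, *Apln* at -0.26, *Pfkfb3* at -0.20 and *P4ha1* at -0.20), and 0 higher, the median was -0.03, and 8 had an unadjusted p under 0.05. The list did not pass (camera p = 0.0711, and 0.228 with an estimated correlation), which does not exclude a weaker response, and the explanation stays open.

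All 16 changed genes within 10 Mb of *Rik* were lower and lay on 1 side of it, at lower positions (16 of 249 tested genes, and 0 of 69 on the other side), and a stretch of chromosome 17 carried along with the deletion could hold variants that act on them. Within 20 Mb the sides were alike: 24 of 405 genes at lower positions changed (5.93%) and 8 of 146 at higher positions (5.48%). Of all 602 changed genes 399 were lower. The share of changed genes within 10 Mb did not pass (Fisher's exact p = 0.110), but that within 20 Mb, also planned, did (32 of 551, odds ratio 1.85, 95% interval 1.24 to 2.67, exact p = 0.00222), which goes against chance at that width. The paper reports that breeding separated the deletion from the floxed *Traf7* allele, and gives a C57BL/6 background. *Traf7* starts at 24727536 and *Rik* at 36203569, so a stretch carried along would end between them on the lower side. The window of 20 Mb reaches past *Traf7*, so part of it lies outside such a stretch. Strain variants cannot be read from these counts and the place of the crossover is not given, so the explanation stays open.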
